# Molecular and cellular architecture of the larval sensory organ in the cnidarian *Nematostella vectensis*

**DOI:** 10.1242/dev.200833

**Published:** 2022-08-24

**Authors:** Eleanor Gilbert, Callum Teeling, Tatiana Lebedeva, Siffreya Pedersen, Nathan Chrismas, Grigory Genikhovich, Vengamanaidu Modepalli

**Keywords:** Apical organ, Neuron, Evolution, Cilia, Cnidaria, *Nematostella vectensis*

## Abstract

Cnidarians are the only non-bilaterian group to evolve ciliated larvae with an apical sensory organ, which is possibly homologous to the apical organs of bilaterian primary larvae. Here, we generated transcriptomes of the apical tissue in the sea anemone *Nematostella vectensis* and showed that it has a unique neuronal signature. By integrating previously published larval single-cell data with our apical transcriptomes, we discovered that the apical domain comprises a minimum of six distinct cell types. We show that the apical organ is compartmentalised into apical tuft cells (spot) and larval-specific neurons (ring). Finally, we identify *ISX-like* (*NVE14554*), a PRD class homeobox gene specifically expressed in apical tuft cells, as an FGF signalling-dependent transcription factor responsible for the formation of the apical tuft domain via repression of the neural ring fate in apical cells. With this study, we contribute a comparison of the molecular anatomy of apical organs, which must be carried out across phyla to determine whether this crucial larval structure evolved once or multiple times.

## Abstract (precis)

**Summary:** *ISX-like* homeobox gene is an FGF signalling-dependent transcription factor responsible for the formation of the apical tuft in the sea anemone *Nematostella vectensis*.

## INTRODUCTION

During early development, the majority of marine benthic invertebrates progress through a planktonic life phase, consisting of a ciliated larva with an apical organ (Marinković et al., 2020). Several behavioural studies have demonstrated that ciliated larvae use the sensory organ at the apical pole to process environmental cues and modulate their swimming behaviour (Sinigaglia et al., 2015; Iwao et al., 2002; Schmich et al., 1998). The apical pole of the larvae is enriched with flask-shaped cells, usually with an apical tuft of non-motile cilia (Fig. 1) (Marinković et al., 2020; Conzelmann et al., 2011; Verasztó et al., 2017; Goldberg et al., 2011; Garner et al., 2016; Gruhl, 2009; Page, 2002; Chia and Koss, 1979). Besides the flask-shaped apical cells, the sensory (photosensitive and mechanosensory) and secretory/gland cells are also scattered around the apical pole and are likely associated with the sensory-ciliomotor nervous system. For instance, in bilaterian trochophore larvae, such as in larvae of the mollusc *Ischnochiton hakodadensis* (Fig. 1E) (Voronezhskaya et al., 2002; Nezlin and Voronezhskaya, 2017) and the annelid *Malacoceros fuliginosus*, the apical pole possesses several sensory cells that are positive for serotonin and the neuropeptide FMRFamide (Kumar et al., 2020). Similarly, the apical organ of the marine annelid *Platynereis dumerilii* is also equipped with photosensitive, mechanosensory and peptidergic cell types alongside an apical tuft (Marlow et al., 2014; Williams and Jékely, 2019; Randel et al., 2013; Verasztó et al., 2018).

**Fig. 1.**
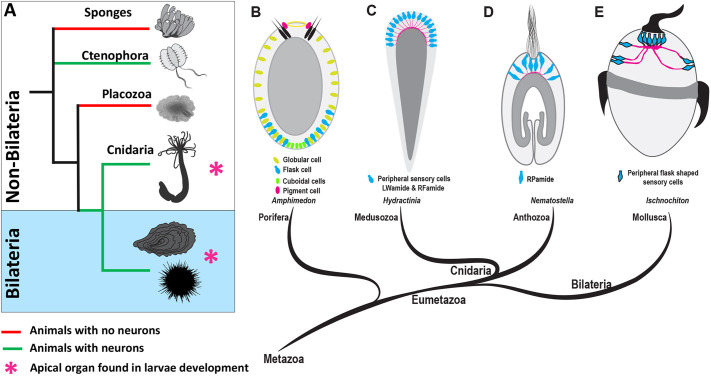
**Origin and evolution of the nervous system and the apical organ.** (A) A brief overview of evolutionary relationships in the animal kingdom. Porifera and Placozoa do not have defined neurons. Among non-bilaterians, Cnidaria and Ctenophora have well defined neurons. (B-E) Schematic drawings of surface-contacting flask-shaped cells in the ciliated larvae of different marine phyla. Sponge larvae (B) have ciliated photoreceptor cells capable of light sensing and other peripheral cell types such as flask and cuboidal cells. Among non-bilaterians (C,D), a true larval apical organ with integrated neurons is only found in cnidarians. Schematics were drawn based on the following primary data: (B) Nakanishi et al. (2015), Richards and Degnan (2012), Ueda et al. (2016); (C) Gajewski et al. (1996), Katsukura et al. (2004); (D) Zang and Nakanishi (2020); (E) Voronezhskaya et al. (2002), Nezlin and Voronezhskaya (2017). As ctenophore aboral sensory organs, which are sometimes also termed ‘apical organs’, are clearly not homologous to the larval apical organs of Cnidaria and Bilateria (Tamm, 2014; Edgar et al., 2022) we did not include them in this Figure.

Among non-bilaterians, a larval sensory organ with integrated neurons is only found in cnidarians (Fig. 1) (Kelava et al., 2015; Marlow et al., 2009; Layden et al., 2016). In anthozoans, like the sea anemone *Nematostella*, the apical pole displays several flask-shaped apical cells with a ciliated tuft and RPamide-positive sensory cells (Fig. 1D) (Zang and Nakanishi, 2020). In hydrozoans, the apical pole is highly enriched in cells expressing the neuropeptides LWamide and RFamide (Fig. 1C) (Piraino et al., 2011; Gajewski et al., 1996; Leitz and Lay, 1995; Katsukura et al., 2004). However, unlike anthozoans, the hydrozoans lack an apical organ-like sensory structure with a ciliated tuft (Pennati et al., 2013). Strikingly, animals devoid of neurons, such as the sponge *Amphimedon queenslandica*, also bear a set of sensory and secretory cells (globular/mucous cells) in the anterior region of the larvae (Nielsen, 2013; Brauchle et al., 2018), which are likely involved in modulating larval behaviour (Fig. 1B) (Woollacott, 1993; Richards and Degnan, 2012; Leys and Degnan, 2001; Maldonado et al., 2003). However, the advent of neuronal coordination of motile cilia is deemed to have been strategic in increasing the efficiency of sensory-to-motor transformation (Jékely, 2011).

The morphology of the apical organ in cnidarian larvae is comparable with that seen in bilaterian larvae (Sinigaglia et al., 2015; Marlow et al., 2014; Nielsen, 2015), indicating that the common ancestor of these two groups may have progressed through a free-swimming larval stage with a true larval apical organ and associated neurons (Nielsen, 2013, 2005). Earlier studies in *Nematostella* have identified a range of apical organ genes by blocking fibroblast growth factor (FGF) signalling during early development (Sinigaglia et al., 2015). Comparative gene expression studies between the cnidarian *Nematostella* and bilaterian ciliated larvae revealed a strong resemblance in the molecular topography around the apical pole (Marlow et al., 2014; Sinigaglia et al., 2013; Matus et al., 2006; Arendt et al., 2016), suggesting that the apical organ may be an evolutionarily conserved larval structure, although alternative hypotheses also suggest the convergent evolution of primary larvae (Liang et al., 2022 preprint).

Cnidarians hold a key phylogenetic position for understanding nervous system evolution, and their larval sensory-ciliomotor nervous system provides a window to look into the primordial neurotransmission system. To advance understanding of this system, we aimed to map the apically enriched cell types and their gene expression profiles in the anthozoan cnidarian *Nematostella vectensis*. *Nematostella* is a well-established molecular model species that has been at the centre of fundamental discoveries in the development and evolution of the nervous system in non-bilaterian metazoans, making it a suitable model for the current study (Kelava et al., 2015; Marlow et al., 2009; Layden et al., 2016). Here, we reveal the gene expression profile of the larval apical domain (territory of the apical pole) including the sensory organ by performing transcriptomics on apical tissue that was separated from the rest of the larval body (Fig. 2A). Further, by integrating our tissue-specific (apical/body) transcriptome data with *Nematostella* larval single-cell RNA-sequencing (RNA-seq) data (Sebé-Pedrós et al., 2018), we identified the larval cell types enriched in the body and apical regions and their gene expression profiles. Finally, we identified *ISX-like* as an FGF-dependent transcription factor responsible for the definition of the apical tuft territory.

**Fig. 2.**
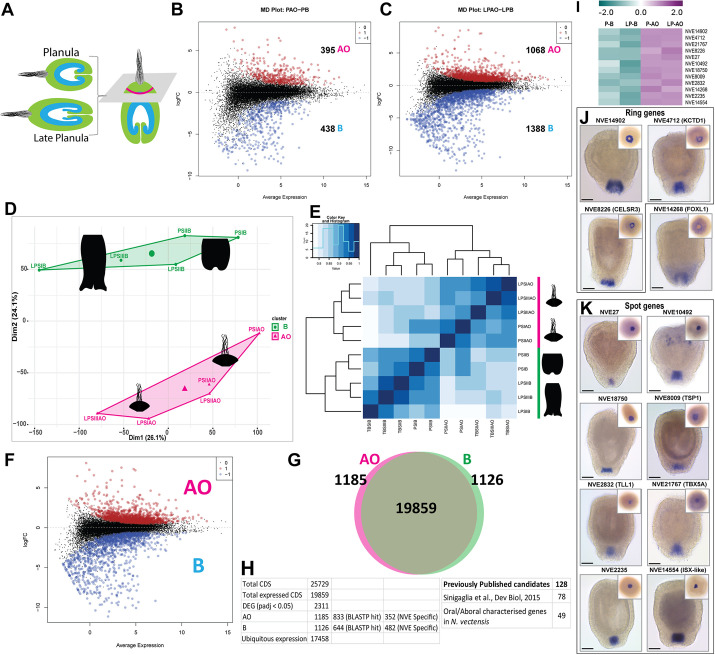
**Global transcriptomic analysis.** (A) Schematic representation of the apical region microdissected from the rest of the larval body tissue for transcriptomics. (B-C) Mean-difference (MD) plots represent the log[fold change (FC)] ratio of differential expression between apical and body tissues from (B) planula and (C) late planula stages. The upregulated and downregulated genes are highlighted as red and blue circles, respectively. Apical organ, AO; body, B; late planula apical organ, LPAO; late planula body, LPB; planula apical organ, PAO; planula body, PB. (D) PCA plot displaying a global overview of all datasets. (E) Correlation analysis identified two major clusters, as noted in the PCA plot. (F) MD plots represent the logFC ratio of differential expression between apical and body tissues. Datasets were pooled from planula and late planula development stages. (G) Venn diagram showing the DEGs from apical and body tissues. (H) A table detailing the number of DEGs in the current study, the number of genes with homologs and genes identified in the previous apical organ study by Sinigaglia et al. (2015), and the number of genes previously shown to be associated with the oral/aboral domains in *Nematostella* planula. For additional details, refer to Table S1. (I) A heatmap displaying the gene expression of selected marker genes enriched in apical organ cells. (J,K) ISH of apical organ-enriched genes. The insets show the apical view. Images are representative of approximately 40 *Nematostella* larvae per gene. Scale bars: 50 µm.

## RESULTS AND DISCUSSION

### Transcriptome profile of *Nematostella* apical sensory organ

We performed microdissections on *Nematostella* planula larvae and carefully separated the apical tissue from the rest of the larval body at the mid-planula (∼50-60 h post fertilisation) and late planula (∼75-85 h post fertilisation) developmental stages (Fig. 2A). We acquired transcriptome data from both the apical tissue and the rest of the body separately to perform differential gene expression (DGE) analysis. 

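Each RNA sample was prepared from at least 50 microdissected larvae of at least 3 batches, and was either the apical piece, which carries the apical organ, or the rest of the larval body, called the body. There were 2 apical and 2 body libraries from mid-planulae at 50 to 60 h post fertilisation, and 3 apical and 3 body libraries from late planulae at 75 to 85 h. mRNA libraries were sequenced from both ends. By the paper's methods, the authors trimmed the reads, mapped them to the *Nematostella* genome with STAR and counted them on each gene model with HTSeq-count. Raw counts per gene model (NVE identifiers) were deposited without normalisation. The paper states a depth of 20000000 paired-end reads per replicate. The counts assigned to gene models summed to 21838304 and 20227306 in the mid-planula body libraries and to 23715239 and 14364093 in the mid-planula apical libraries. In the late planula the totals were 16702779 to 27730410 in the body (median 19553013) and 18098107 to 21636095 in the apical tissue (median 20444575). The values below use the counts, not the stated number of reads. Of 25729 gene models, 24799 had at least 1 count in any library and 20941 to 23539 were detected per library. The smallest level a library can show was set at 3 counts. No pair of replicates held the same library, as their counts differed by a chi-square per degree of freedom of 31.3 to 107 over genes. The counts were scaled by the trimmed mean of M-values (TMM), and levels are given as TMM-normalised counts per 1000000 (CPM). The TMM factors were 1.07 to 1.27 in the mid-planula libraries and 0.742 to 1.07 in the late planula libraries, and the 100 largest genes held 30.5% to 34.5% of the counts in the former and 36.3% to 46.7% in the latter. The 21683 gene models that passed edgeR's expression filter were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and genes with an adjusted p-value under 0.05 were called differentially expressed genes (DEGs). Fold changes are apical relative to body on the log2 scale. The choice of test, the filter on low counts, and whether same-numbered apical and body libraries are treated as pairs could change the number of DEGs.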

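All 10 libraries were fitted together as 4 groups of stage and tissue, and the apical tissue was compared with the body within each stage. In the mid-planula, with 2 libraries per tissue, 931 genes were DEGs, of which 380 were higher in the apical tissue and 551 in the body. In the late planula, with 3 libraries per tissue, 2343 genes were DEGs, 1000 of them higher in the apical tissue and 1343 in the body. The DEGs had a median log2 fold change of 1.90 (apical) and -3.28 (body) in the mid-planula, and of 1.33 and -2.39 in the late planula. A total of 808 genes were DEGs at both stages, and 807 of these changed in the same direction. The deviations of same-numbered apical and body libraries from their group means had a mean correlation across genes of 0.155 in the mid-planula. In the late planula the mean was 0.211, and replicate 3 alone gave -0.0918. With 2 libraries per tissue, both mid-planula replicates give the same value by construction. Other ways of matching the libraries were not tested, so these values do not settle whether the replicate numbers mark pairs. With the replicate number as a block, there were 1392 DEGs in the mid-planula and 3249 in the late planula. The mid-planula count moved most with the DESeq2 Wald test in place of edgeR, which gave 1484 DEGs.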

DGE analysis showed statistically significant variations among the apical and body tissue in both the mid-planula and late planula stages (Fig. 2B,C). 

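The number of late planula DEGs was 2.52 times that of the mid-planula, but the late planula had more libraries. Of the late planula libraries, 2 per tissue were therefore chosen in each of the 9 possible ways and fitted with the mid-planula libraries. The late planula then had 737 to 2886 DEGs (median 1310) and the mid-planula 593 to 1330 (median 827). The late planula count was the larger in 9 of 9 fits, by a median of 1.63 times (range 1.24 to 2.17). Whether the apical to body difference of a gene itself changed between the stages was tested as an interaction of stage and tissue in edgeR's quasi-likelihood test, and 5 genes passed an adjusted p-value of 0.05. At an unadjusted p-value under 0.05 there were 875 such genes, where 1084 would be expected by chance. With the same-numbered apical and body libraries as a replicate block, 45 genes passed, and 1110 had an unadjusted p-value under 0.05.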

The late planula stage (Fig. 2C) presented a relatively large number of differentially expressed genes (DEGs) in comparison with the mid-planula stage (Fig. 2B). Furthermore, to characterise global gene expression patterns among the apical and body tissues from the mid-planula and late planula stages, we compared the transcriptomic profiles of all datasets using principal component analysis (PCA) and correlation analysis (Fig. 2D,E). The plots displayed a strong correlation among the replicates and a significant difference between the apical and body datasets from both mid-planula and late planula stages. 

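Pearson's correlation was computed between libraries over the log2 CPM of all tested genes, with a prior count of 2. The 8 pairs of replicates of the same tissue and stage had r of 0.911 to 0.964, with a mean of 0.944. Between apical and body libraries, the 25 pairs had r of 0.821 to 0.930 and a mean of 0.874. The 20 pairs within a tissue, whether or not of the same stage, had a mean of 0.930. The within-tissue mean exceeded the between-tissue mean by 0.0558, and no other split of the 10 libraries into 5 and 5 gave as large a difference (one-sided exact permutation test, p = 0.00794, the smallest p the design allows). These correlations are across genes, which are not independent replicates, so the libraries and not the genes were permuted.

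**Figure D1:**
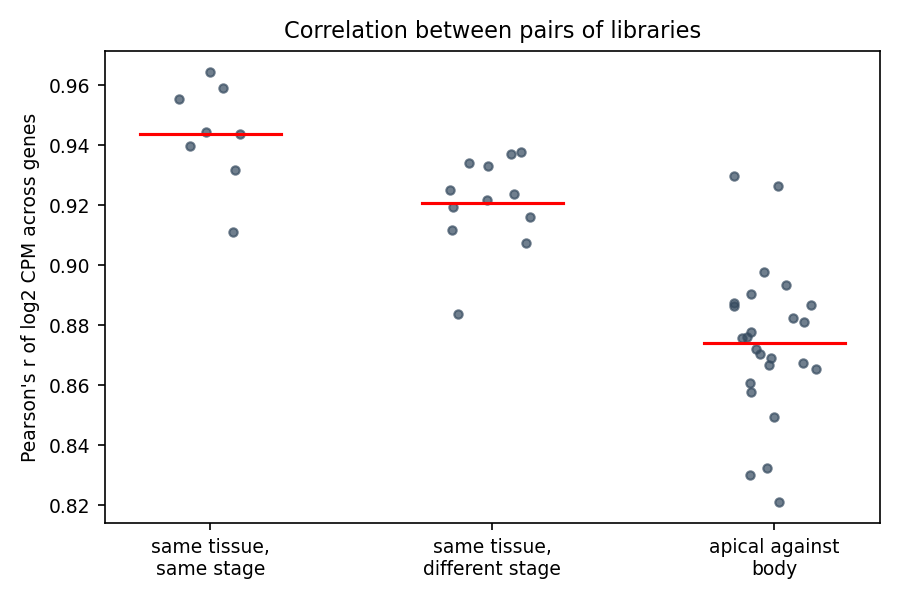
Pearson's r of log2 CPM across genes (y axis) for each pair of libraries (points), grouped on the x axis into pairs of the same tissue and stage, of the same tissue at different stages, and of apical against body. Red lines are the means, which are 0.944, 0.921 and 0.874, and the y axis does not start at 0.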

Notably, correlation analysis identified two major clusters and, as illustrated in the PCA plot, the apical datasets from both the planula and late planula formed a single cluster. 

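The libraries were divided into 2 clusters by 3 kinds of distance (Pearson, Spearman and Euclidean), each with complete, average and Ward linkage. In all 9 clusterings the 5 apical libraries formed one cluster and the 5 body libraries the other. In a PCA of centred and scaled log2 CPM, the first component held 25.5% of the variance, the second 23.5% and the third 18.7%. The apical libraries lay between -93.2 and -6.85 on the second component and the body libraries between 38.4 and 82.5 (two-sided exact permutation test of the means, p = 0.00794, the smallest p of the 252 assignments). On the first component the tissues overlapped, with apical libraries from -99.3 to 72.3 and body libraries from -71.9 to 146 (two-sided exact permutation test, p = 0.389). With the genes centred but not scaled, tissue separated on the first component instead, which then held 40.9% of the variance.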

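The 6 pairs formed by a mid-planula and a late planula body library had Pearson's r of 0.884 to 0.938, with a mean of 0.917. Within a stage, the mid-planula body pair had r of 0.955 and the 3 late planula body pairs a mean of 0.938. For the apical tissue, the 6 pairs across the stages had r of 0.907 to 0.937, with a mean of 0.924.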

Likewise, the body datasets fell under a single cluster irrespective of their developmental stage (Fig. 2F). Thus, for the downstream analysis, we pooled both apical datasets from the mid-planula and late planula developmental stages; likewise, we pooled the body datasets. 

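With the stages pooled, 839 of the mid-planula DEGs and 1944 of the late planula DEGs were also DEGs between all apical and all body libraries, each in the same direction as in its own stage. There were 92 DEGs called in the mid-planula and 399 called in the late planula that were not called in the pooled comparison. From the clustering of the datasets by tissue irrespective of developmental stage, the paper reasons that the stages of each tissue can be pooled, and takes the genes that differ between the pooled datasets as enriched in the apical domain or in the body.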

A DGE analysis was carried out among the apical and body datasets to identify the significantly DEGs [adjusted *P*-value or *P*_adj_ (false discovery rate)<0.05]. We identified 2311 DEGs, of which 1185 were enriched in the apical domain and 1126 were enriched in the body (Fig. 2G,H; Table S1).

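In the comparison of 5 apical with 5 body libraries, 2482 of the tested genes (11.4%) were DEGs, with 1178 enriched in the apical tissue and 1304 in the body. The apically enriched genes had a median log2 fold change of 1.16, and the body-enriched genes a median of -2.24. There were 18 genes with a log2 fold change above 5 and 238 below -5. With the same-numbered apical and body libraries as a replicate block, 4313 genes were DEGs, the largest count among the alternatives, and with developmental stage as a covariate there were 3476. The correlation of paired deviations behind this block differed between late planula pairs, at 0.235, 0.490 and -0.0918. Leaving out each library in turn gave 1754 to 2334 DEGs. Among DEGs with an average log2 CPM of at least 1 and the same direction in all 5 pairs, NVE27 had the largest log2 fold change, followed by NVE10381 at 7.21 (standard error 0.56, adjusted p = 2.75e-06 from edgeR's quasi-likelihood test). NVE10381 had 164 ± 53.5 CPM in the apical tissue and 1.07 ± 0.831 CPM in the body (SD, n = 5 each). At the other end, NVE23425 had no count in any apical library and 42 to 630 counts in the body libraries, so it was at least 74.2-fold lower in the apical tissue (adjusted p = 0.000298, edgeR). NVE23587 had a log2 fold change of -10.47 (standard error 0.73, adjusted p = 1.55e-06, edgeR) and was lower in the apical library of 5 of 5 pairs, with 4 counts in mid-planula apical replicate 1 and 0 in the other apical libraries.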

To validate our transcriptomic data by *in situ* hybridisation (ISH), we selected a set of newly identified apical pole-enriched genes from the DGE data (Fig. 2I). 

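All 12 genes of the heatmap in Fig. 2I were apically enriched DEGs, with log2 fold changes of 3.03 to 8.33 and adjusted p-values of 1.48e-06 to 5.8e-05 (edgeR's quasi-likelihood test). Each was higher in the apical library of 5 of 5 same-numbered pairs, and each was also a DEG at either stage alone. Their mean level in the body was 0.247% to 12.2% of that in the apical tissue. *NVE27* had 13.6 ± 5.30 CPM in the apical libraries (SD, n = 5) and no more than 3 counts in any body library, so that it was at least 94.1-fold higher in the apical tissue (log2 fold change 8.33, standard error 0.60, adjusted p = 2.4e-06). *NVE10492* and *NVE2235*, with log2 fold changes of 6.23 and 5.91, were at similarly low levels, at 12.3 ± 2.96 and 14.6 ± 4.41 CPM in the apical tissue. *NVE8226* (*Slc*) was expressed more strongly, at 553 ± 331 CPM against 19.7 ± 2.64 CPM in the body, and *NVE14902* (*PoxA*) at 881 ± 468 against 47.9 ± 22.9 CPM. *NVE4712* (log2 fold change 3.03) and *NVE8009* (3.05) showed the smallest differences of the set, with 45.0 ± 11.1 and 30.1 ± 6.14 CPM in the body. For *NVE2832*, at 178 ± 57.4 CPM in the apical tissue, late planula body replicate 1 lay above the other body libraries, and for *NVE18750* late planula apical replicate 3 lay below the other apical libraries.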

ISH showed that their expression is principally localised to the apical organ (Fig. 2J,K). Strikingly, two distinct expression profiles were observed: probes specific to *NVE14902* (*PoxA*), *NVE4712* and *NVE8226* (*Slc*) transcripts were localised around the apical cells (Fig. 2J), whereas probes specific to *NVE27*, *NVE10492*, *NVE8009*, *NVE2832*, *NVE2235* and *NVE14554* (*ISX-like*) transcripts (Fig. 2K) were localised specifically within the apical cells. This pattern was also identified with other *Nematostella* apical organ genes and termed as ‘spot’ and ‘ring’ (Sinigaglia et al., 2015). We then overlapped our RNA-seq dataset with the previously published list of 78 genes with confirmed aboral expression (Sinigaglia et al., 2015), and found that 71 out 78 were present among the 1185 aborally enriched transcripts we identified (Table S1).

### A distinct neuronal regulatory network associated with the larval apical region

Neuropeptides in *Nematostella* may potentially be involved in modulating larval swimming behaviour like in bilaterians. For example, in annelid and echinoderm larvae, the ciliary beating frequency is modulated by neurotransmitters, and neuropeptides actively control the swimming speed by modulating the ciliary beating frequency (Conzelmann et al., 2011; Verasztó et al., 2017; Soliman, 1983, 1984). In ciliated larvae of the annelids *Platynereis* and *Capitella* as well as bryozoan *Cryptosula*, the neuropeptides are expressed in the peptidergic nerves that run along with the ciliary bands (Goldberg et al., 2011; Gruhl, 2009). In cnidarians, neuropeptides are expressed at the larval stage, and it was shown in hydrozoans that neurons expressing LWamide and RFamide are enriched in the aboral (anterior) pole of larvae (Gajewski et al., 1996; Leitz and Lay, 1995; Katsukura et al., 2004). We also noted a significant difference in the spatial distribution of neuropeptide transcripts along the oral-aboral axis in *Nematostella* (Fig. 3A). 

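Fig. 3A includes 5 genes named as amide neuropeptides, of which 2 had higher levels in the apical tissue and 3 in the body, and 4 of the 5 were DEGs between the pooled apical and body libraries. With the same-numbered libraries as a replicate block, all of them were DEGs. A gene that the figure names as tachykinin-related precursors, NVE15507, had 16 to 44 counts in the body libraries and no more than 3 in any apical library, and was at least 7.75-fold lower in the apical tissue (adjusted p = 0.00118 from edgeR's quasi-likelihood test, lower in 5 of 5 pairs).

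**Figure D2:**
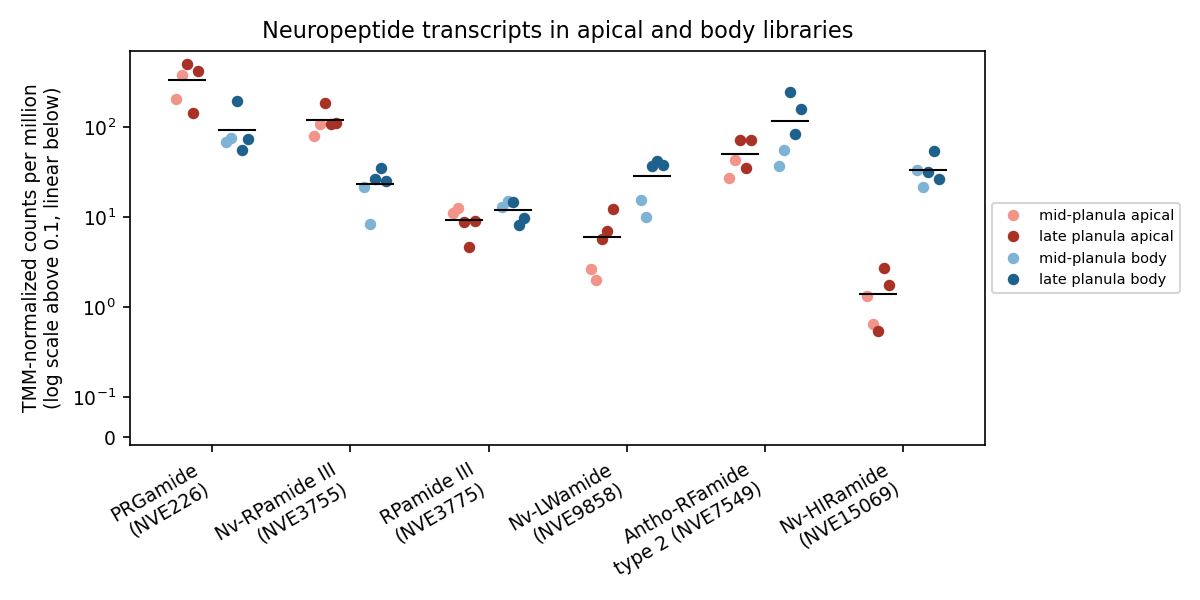
TMM-normalised CPM (y axis, log scale above 0.1 and linear below) of 6 neuropeptide transcripts (x axis) in each library. Points are libraries, red for apical and blue for body, pale for mid-planula and dark for late planula, and black lines are the means of 5 libraries. The apical and body points do not overlap for Nv-HIRamide (NVE15069) or Nv-RPamide III (NVE3755). They overlap for Antho-RFamide type 2 (NVE7549), PRGamide (NVE226) and Nv-LWamide (NVE9858).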

Along with the previously identified Nv-RPamide III neuropeptide (Zang and Nakanishi, 2020), we also detected PRGamide as a neuropeptide exclusively expressed in the apical tissue (Fig. 3A,B), whereas Nv-LWamide, Antho-RFamide neuropeptides type 2 and HIRamide were detected predominantly in the body tissue (Fig. 3A,B).

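Nv-RPamide III (NVE3755) had 119 ± 39.5 CPM in the apical libraries and 23.5 ± 9.85 CPM in the body libraries (SD, n = 5 each), a log2 fold change of 2.34 (standard error 0.34, adjusted p = 0.000387 from edgeR's quasi-likelihood test). A gene with a similar identifier, NVE3775, which the paper also names RPamide III, had 9.35 ± 3.06 CPM in the apical tissue and 12.1 ± 3.02 CPM in the body, and the difference did not pass the threshold (log2 fold change -0.37, adjusted p = 0.513, edgeR), although the body library was the higher of 5 of 5 pairs. PRGamide (NVE226) had a log2 fold change of 1.83 (standard error 0.40, adjusted p = 0.00786, edgeR) and was higher in the apical library of 5 of 5 pairs, and within single stages its adjusted p-value was 0.105 in the mid-planula and 0.0427 in the late planula. It was also detected in every body library, at 93.2 ± 56.3 CPM against 331 ± 151 CPM in the apical tissue, which is 28.1% of the apical mean. Late planula body replicate 1 lay above the other body libraries for this gene. Nv-LWamide (NVE9858) had 5.96 ± 4.14 CPM in the apical tissue and 28.6 ± 14.7 CPM in the body, a log2 fold change of -2.27 (standard error 0.51, adjusted p = 0.00908, edgeR). HIRamide (NVE15069) showed the largest difference of the 5 amide neuropeptides of the figure, at 1.40 ± 0.887 against 33.3 ± 12.4 CPM (log2 fold change -4.55, standard error 0.43, adjusted p = 1.35e-05, edgeR). The mean of Antho-RFamide type 2 (NVE7549) was 49.8 ± 20.8 CPM in the apical tissue and 116 ± 86.0 CPM in the body, and the body library was the higher of 5 of 5 pairs. The difference had an unadjusted p-value of 0.0188 and did not pass after adjustment over all tested genes (log2 fold change -1.22, standard error 0.46, adjusted p = 0.116, edgeR). For this gene the adjusted p-value was 0.0450 with stage as a covariate and 0.0037 with the replicate block, within a range of 0.0037 to 0.209 over 7 alternatives.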

**Fig. 3.**
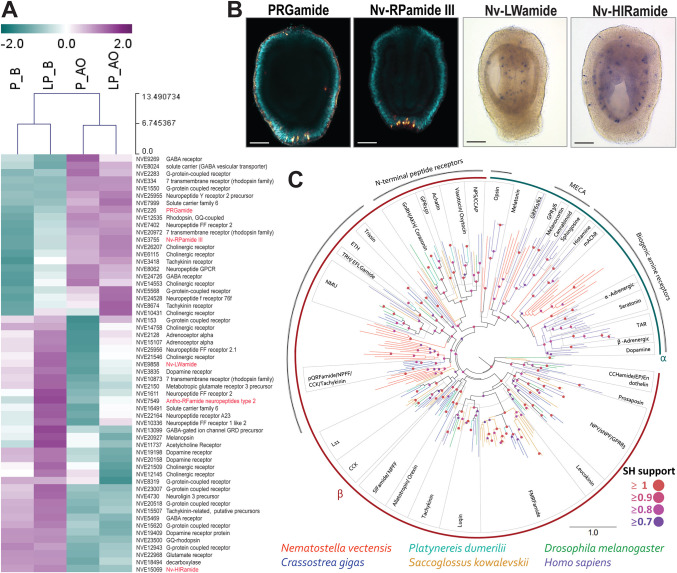
**Spatial distribution of larval nervous system-associated genes.** (A) Heatmap displaying the gene expression pattern of a set of genes related to diverse neuronal functions. Neuropeptide genes are highlighted in red. (B) Neuropeptides *Nv-RPamide III* and *PRGamide* were exclusively expressed in the apical tissue, whereas *Nv-LWamide* and *HIRamide* were detected predominantly in the body tissue. Scale bars: 50 µm. Images are representative of approximately 40 Nematostella larvae per gene. (C) Maximum likelihood analyses of the sequences from cluster analysis Fig. S2B. Phylogeny constructed with *C. gigas*, *P. dumerilii*, *S. kovalevski*, *D. melanogaster* and *H. sapiens .* SH support indicates fast approximate likelihood-based measures of branch supports. Adipokinetic hormone, AKH; crustacean cardioacceleratory peptide, CCAP; cholecystokinin, CCK; excitatory peptide, EP; ecdysis triggering hormone, ETH; gonadotropin releasing hormone, GnRH; muscarinic acetylcholine receptor, mAChR; neuromedin-U, NMU; neuropeptide F, NPF; neuropeptide S, NPS; neuropeptide Y, NPY; trace amine receptor, TAR; thyrotropin releasing hormone, TRH.

To understand the differences in neural gene expression between the apical domain and the body of the larva, we explored the tissue-specific transcriptomes using Gene Ontology (GO) analysis to identify genes related to neurotransmission. We performed a protein-protein Basic Local Alignment Search Tool (BLASTP) search in the UniProt database to identify the putative protein homologs. Additionally, we used gene functional annotation data from the published *Nematostella* single-cell transcriptome study (Sebé-Pedrós et al., 2018) (Table S1). Next, we analysed their GO terms using the David 6.7 and PANTHER 15.0 gene ontology tools. We identified several neuronal-associated genes that are differentially expressed between the apical and body regions, such as neuropeptides, G protein-coupled receptors (GPCRs), ligand-gated ion channels and neurotransmitter synthesis genes (Fig. 3A) (Fig. S1). This indicates that the neuromodulation in the apical region of the *Nematostella* larva is characterised by a specific set of genes and may differ from the rest of the body.

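Of the 57 neuronal genes in Fig. 3A, 22 are shown as higher in the apical tissue and 35 as higher in the body, and in the pooled libraries 57 of 57 had a log2 fold change of that sign. A total of 38 were DEGs in edgeR's quasi-likelihood test with adjustment over all tested genes, 17 of the apical and 21 of the body genes. Adjusted over the list of 57 alone, 52 passed, but the list was drawn from these data. At single stages, 18 were DEGs in the mid-planula and 34 in the late planula. The log2 fold changes were 0.73 to 2.62 for the apical genes and -5.56 to -0.46 for the body genes, of which the most extreme, NVE15507, is a comparison with a tissue at the floor of 3 counts. By the names printed in the figure, 14 genes encode GABA, acetylcholine or glutamate receptors, not counting the metabotropic glutamate receptor NVE2150, which is a GPCR, and 4 of 6 on the apical side and 5 of 8 on the body side were DEGs. The cholinergic receptor NVE26207 had 75.1 ± 19.1 CPM in the apical libraries and 23.9 ± 6.57 CPM in the body libraries (SD, n = 5 each), with an adjusted p-value of 0.000447 (edgeR, log2 fold change 1.65). The GABA receptor NVE5469 was higher in the body, at 10.3 ± 2.74 against 2.50 ± 0.496 CPM (log2 fold change -2.04, adjusted p = 0.000231, edgeR). The decarboxylase NVE18494 was higher in the body with a log2 fold change of -1.23 (standard error 0.31, adjusted p = 0.0187, edgeR). Leaving out each library in turn, 24 to 36 of the 57 were DEGs. With the replicate block, and likewise with developmental stage as a covariate, 47 of them were DEGs.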

In bilaterian models, the neurotransmitters were shown to control the ciliary beating through two broad classes of receptors: ligand-gated ion channels and GPCRs (Goldberg et al., 2011; Soliman, 1983, 1984; Kuang et al., 2002; Lacalli et al., 1990). 

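By the names printed in Fig. 3A, 32 of its genes encode GPCRs or their receptor families, 12 shown as higher in the apical tissue and 20 in the body. In the pooled libraries 9 of the apical and 11 of the body GPCR genes were DEGs, and with the replicate block or with stage as a covariate 11 and 16 were. The apical set included the rhodopsin-family receptor NVE334, at 25.8 ± 4.93 CPM in the apical and 4.18 ± 0.643 CPM in the body libraries (SD, n = 5 each), with a log2 fold change of 2.62 (standard error 0.22, adjusted p = 4.94e-06 from edgeR's quasi-likelihood test). The body set included NVE20518, at 0.451 ± 0.489 against 9.82 ± 4.56 CPM (log2 fold change -4.31, standard error 0.68, adjusted p = 0.000767, edgeR), and the dopamine receptor NVE19409, at 1.25 ± 1.02 against 8.92 ± 0.904 CPM (log2 fold change -2.79, standard error 0.44, adjusted p = 0.000766, edgeR). Another dopamine receptor, NVE3835, had a log2 fold change of -1.54 (adjusted p = 0.0209, edgeR), and mid-planula apical replicate 1 lay below the other apical libraries for it. The receptors of Fig. S1 outside Fig. 3A were not analysed here.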

Notably, we observed a large number of GPCRs differentially expressed in the oral versus apical tissues (Fig. S1). GPCRs are the largest family of membrane receptors and mediate most of the cellular responses to hormones, neuropeptides and other neurotransmitters (Hewes and Taghert, 2001; Quiroga Artigas et al., 2020). To understand the relationship of apically enriched GPCRs with known GPCR families in Bilateria, we performed sequence-similarity-based clustering and maximum-likelihood phylogenetic analyses on apically enriched GPCRs, in parallel to BLASTP analysis. We used previously published datasets from *Crassostrea gigas*, *P. dumerilii*, *Saccoglossus kovalevski* and *Drosophila melanogaster* (Thiel et al., 2021), as well as *Homo sapiens* GPCRs (Quiroga Artigas et al., 2020). The *Nematostella* apically enriched GPCRs clustered with a range of GPCR superfamilies from bilaterians as shown in Fig. S2. Forty-six *Nematostella* apically enriched GPCRs clustered with a large group of rhodopsin and four clustered with secretin (Fig. S2). Within the rhodopsin superfamily, the GPCRs formed two major groups: rhodopsin α and β. Rhodopsin α GPCRs formed a monophyletic group which included 22 *Nematostella* GPCRs. The remaining 24 *Nematostella* GPCRs fell among the rhodopsin β clades (Fig. 3C). The rhodopsin α GPCRs can be further divided into the biogenic amine receptor group and the melanocortin, endothelial differentiation sphingolipid, cannabinoid and adenosine receptor (MECA) group that includes melanocortin and opsins. Among the rhodopsin β GPCRs, 23 *Nematostella* GPCRs formed three clades positioned among other neuropeptide GPCRs within the rhodopsin β superfamily. In summary, the current analysis allowed us to identify several orthologue groups of GPCRs expressed in the *Nematostella* apical domain and their distribution across different GPCR receptor families.

### Identifying the spatial distribution of *Nematostella* larval cell types by integrating tissue-specific transcriptomes with larval single-cell data

Fine morphological studies in different ciliated larvae (Chia and Koss, 1979; Pennati et al., 2013; Nakanishi et al., 2008; Martin and Chia, 1982) have revealed that, along with long ciliated apical cells, the apical region comprises other cell types such as neurons, gland cells and peripheral ciliated sensory cells. Identification of apical organ-associated cell types and their marker genes is strategic for understanding apical organ function. Single-cell RNA sequencing revealed transcriptome profiles of different cell types in ciliated larvae of *Nematostella* (Sebé-Pedrós et al., 2018). The larval cells were classified into 38 metacells, and each metacell represented a specific larval cell type with a unique transcriptome profile (Sebé-Pedrós et al., 2018). However, the spatial distribution of these cell types is yet to be addressed. To develop an atlas of apical organ-associated cell types and their transcriptomes, we integrated the tissue-specific transcriptome data with the *Nematostella* whole larval single-cell RNA-seq data (Sebé-Pedrós et al., 2018).

We analysed the expression profiles of apical pole-enriched genes (1185) in each larval metacell using cluster association (Fig. 4A), PCA (Fig. 4B) and hierarchical clustering (HC) (Fig. 4C) to define the metacells enriched in the apical domain. From the plots, we observed that the apical cell type (Apical_organ1) was clustered distinctly from other cell types and had a high expression of multiple apically enriched genes (Fig. 4A). Out of 38 metacells, the larva-specific neurons, gland/secretory-cell types 1 and 2, and undifferentiated cell types 2 and 4 also displayed specific expression of apically enriched genes (Fig. 4A), and stood out in the apical domain with minimum overlap with any other larval cell clusters (Fig. 4A-C). In parallel, we also analysed the expression profiles of the body-enriched genes (1126) in each larval metacell to identify the cells enriched in body tissue (Fig. 4D-F). In both PCA and HC, genes enriched in the body displayed a very distinctive trend from the apical tissue transcriptome (Fig. 4). We observed that the larval metacells including cnidocytes, gastrodermis and a specific gland/secretory-cell type 4 displayed high expression of body-enriched genes (Fig. 4D-F) and clustered distinctly from other metacells (Fig. 4E,F), suggesting that these cell types are likely spatially distributed in the body and devoid from the apical region.

**Fig. 4.**
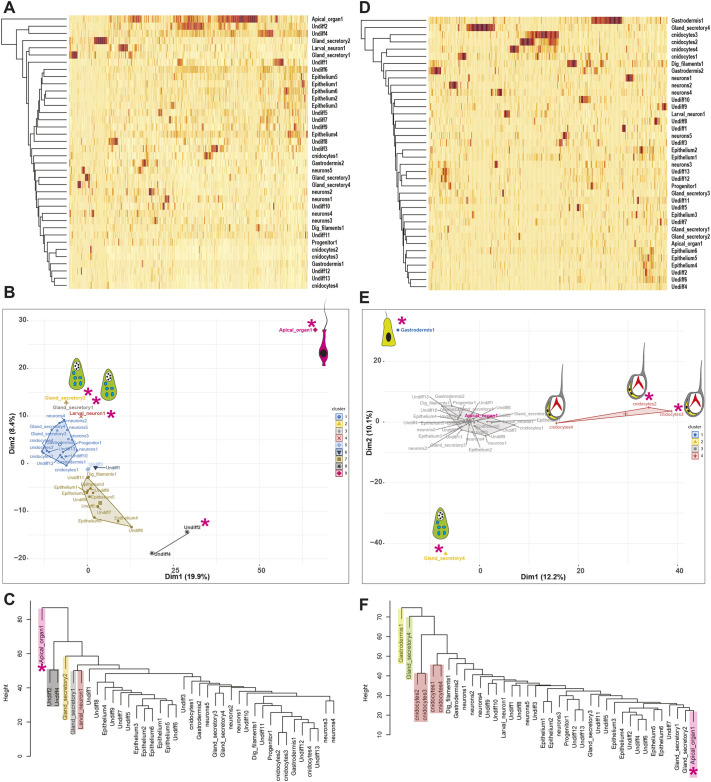
**Spatial distribution of *Nematostella* larval cell types.** (A,D) Expression of apically (A) and body- (D) enriched genes (rows) across 38 metacells sorted by cluster association. (B,E) Single-cell PCA plot for apically (B) and body- (E) enriched genes. Pink asterisks indicate apical organ cell type. (C,F) Hierarchical clustering for apically (C) and body- (F) enriched genes. The dendrogram produced similar results as single-cell PCA.

### Flask-shaped gland/secretory cells enriched in the apical domain

Besides apical cells and larva-specific neuronal cell types, single-cell PCA revealed four gland/secretory-cell types with distinctive profiles among apical and body datasets (Fig. 4A-D). Out of four larval gland-cell types, cell types 1 and 2 were principally enriched in the apical region (Fig. 4A,C). In contrast, gland/secretory-cell type 4 was enriched exclusively in the body (Fig. 4E,F), whereas cell type 3 was expressed ubiquitously (Fig. 4). Recent studies have addressed the development of gland cells in *Nematostella*, mainly focusing on gland cells that develop and integrate into the pharynx and mesenteries of polyps (Steinmetz et al., 2017; Babonis et al., 2019), and ectodermal gland cells producing toxins (Sachkova et al., 2019; Columbus-Shenkar et al., 2018). However, not much focus has been given to other larval gland/secretory-cell types and their fate during development. To confirm the enrichment of gland/secretory-cell types in the apical domain, we selected specific marker genes expressed in each of these gland-cell types and visualised their expression pattern by ISH (Fig. 5). Gland cells type 1 and 2 were enriched in the apical region (Fig. 5A-F; Movie 1). Gland-cell type 3 was presented throughout the animal (Fig. 5G,I,J; Movie 2). The marker genes for cell types 1, 2 and 3 were expressed in the outer ectoderm of the planula (Fig. 5A-J). In contrast, marker genes (*NVE23810*, *NVE26086*, *NVE9234* and *NVE10584*) selected for gland-cell type 4 were expressed in the pharynx region and progressed into the pharyngeal/mesentery tissue of the primary polyp (Fig. 5K-O). As noted from ISH, gland-cell type 4 had a distinct expression from other peripheral gland cells and was principally restricted to pharyngeal/mesentery tissue (Fig. 5K-O). From the *Nematostella* larval single-cell data, we noted that the trypsin domain-containing proteins were restricted to gland-cell type 4 (Fig. 5R), suggesting that gland cell 4 is the larval cell type that develops into polyp gland/secretory-cell types in the mesenteries, where the digestive enzymes like trypsin are synthesised and secreted into the gastrovascular cavity for digestive function (Babonis et al., 2019).

**Fig. 5.**
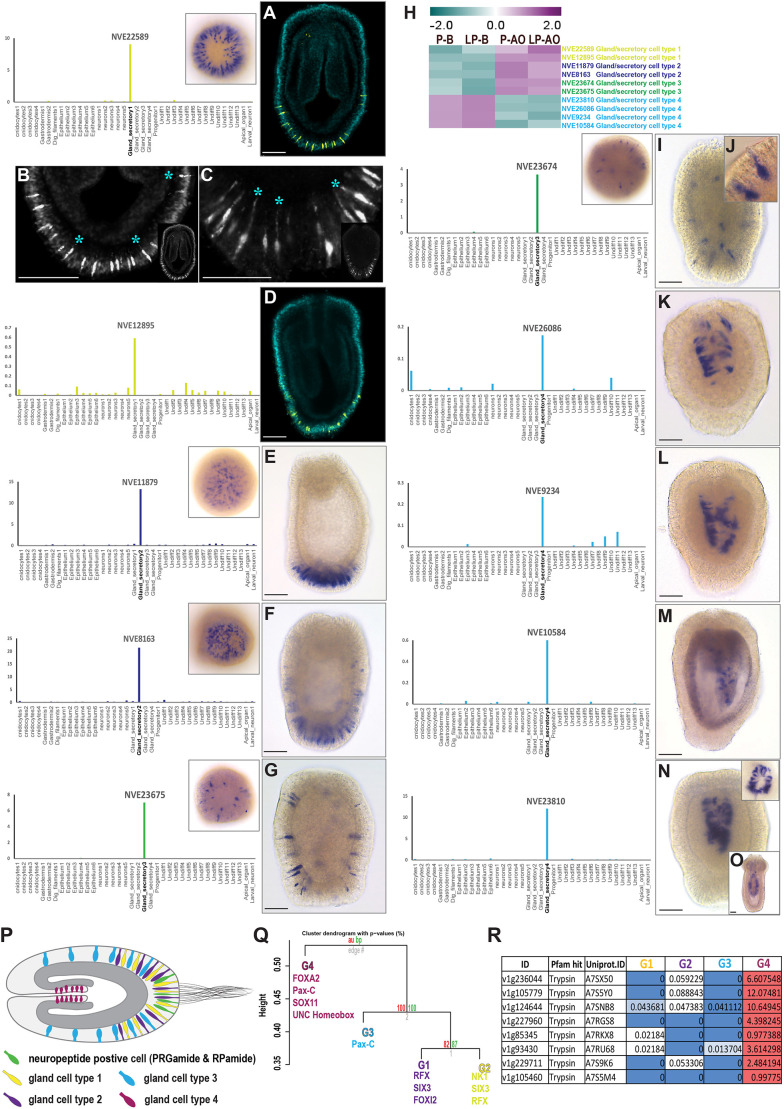
**Spatial distribution of larval gland/secretory-cell types visualised by whole-mount ISH.** (A,D-G,I-O) ISH (right) of larval gland/secretory-cell type marker genes. Each bar plot (left) displays the expression profile of selected marker genes in the different larval cell populations. The insets (top right) show the apical view. (A-D) ISH of larval gland/secretory-cell type 1. (B,C) Monopolar sensory cells with their projection from the cell body extended towards mesoglea (asterisks); the insets show the whole animal. (E,F) ISH of larval gland/secretory-cell type 2. (G,I,J) ISH of the larval gland/secretory-cell type 3; panel J shows the ciliated gland-cell type 3 at higher magnification. (H) Heatmap displaying the gene expression pattern of selected marker genes specific for each larval gland/secretory-cell types. (K-O) ISH of the larval gland/secretory-cell type 4; panel O demonstrates the spatial expression of gland-cell type 4 concentrated in the mesentery tissue. (P) Schematic representation of the spatial distribution of larval gland/secretory-cell types. (Q) Dendrogram displaying the correlation among gland cells and a list of a different combination of transcription factors expressed in each gland-cell type. (R) Gene expression of trypsin domain-containing proteins in gland cells from larval single-cell data. Images are representative of approximately 40 *Nematostella* larvae per gene. Scale bars: 50 µm.

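In the pooled apical and body libraries, the 6 marker genes of gland/secretory-cell types 1 to 3 were enriched in the apical tissue and the 4 markers of type 4 in the body, and all 10 were DEGs at each stage and in the pooled comparison. The type 1 markers NVE22589 and NVE12895 had log2 fold changes of 2.79 and 2.16, the type 2 markers NVE11879 and NVE8163 of 4.13 and 1.93, and the type 3 markers NVE23674 and NVE23675 of 2.40 and 2.54, with adjusted p-values of 1.32e-05 to 7.34e-05 (edgeR's quasi-likelihood test). Their mean level in the body was 5.70% to 26.3% of that in the apical tissue. The paper places type 3 throughout the larva, unlike types 1 and 2, from single-cell data and in situ hybridisation. The type 3 markers were nonetheless apically enriched here, with a body level of 17.1% to 19.0% of the apical level. This differs from an even spread over the larva but does not exclude type 3 cells in the body. The type 4 marker NVE23810 had 1312 ± 624 CPM in the body and 2.26 ± 3.79 CPM in the apical tissue (SD, n = 5 each), a log2 fold change of -9.11 (standard error 1.04, adjusted p = 5.8e-05, edgeR). The other type 4 markers NVE26086, NVE9234 and NVE10584 had log2 fold changes of -7.18, -5.94 and -5.29. The apical level of the type 4 markers was 0.172% to 2.53% of the body level. The lowest value, for NVE23810, rests mostly on mid-planula apical replicate 1, with 260 counts against 2 to 14 in the other apical libraries. Leaving out each library in turn, the log2 fold change of NVE23810 was -11.2 to -8.83. For NVE11879, late planula apical replicate 2 lay below the other apical libraries.

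**Figure D3:**
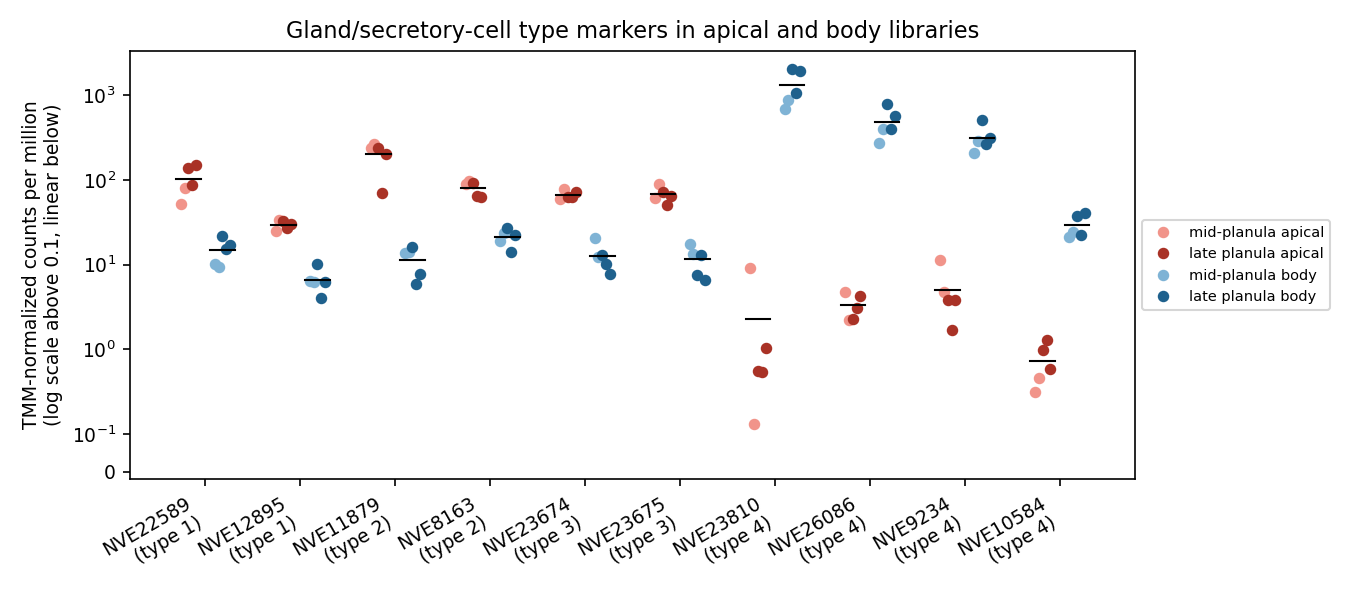
TMM-normalised CPM (y axis, log scale above 0.1 and linear below) of the 10 gland/secretory-cell markers of Fig. 5H (x axis) in each library. Points are libraries, red for apical and blue for body, pale for mid-planula and dark for late planula, and black lines are the means of 5 libraries. The apical and body points of each marker do not overlap.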

To gain further insights into molecular features of the larval gland-cell types, we looked into the *Nematostella* larval single-cell data (Sebé-Pedrós et al., 2018). We noted that each of these gland cells are regulated through a set of transcription factors and some are unique to specific gland-cell types (Fig. 5P,Q). For instance, gland-cell type 1 expresses *retinal homeobox* (*Rx*) (*v1g184843*) and *FoxQ2d* (*v1g96685*), and gland-cell type 2 expresses *Emx1* (*v1g8907*). However, some of the transcription factors are expressed in several gland-cell types. For example, *PaxC* (*v1g168908*) is expressed both in gland-cell types 3 and 4. Similarly, *RFX4* (*v1g122918*) is expressed in both gland-cell types 1 and 2 (Fig. 5Q). This suggests that a different combination of transcription factors modulates the trajectory of each of these gland cells.

### *Nematostella* apical organ is composed of apical tuft cells crowned with larval neurons

Based on the *Nematostella* single-cell transcriptome study (Sebé-Pedrós et al., 2018), two metacells were classified as larval specific with low similarity to any adult cell cluster. Based on the previously identified marker genes *Fgf1a* (Sinigaglia et al., 2015) and *Nk3*, one of these metacells was recognised as an apical cell type. The second metacell showed a peculiar expression of genes with putative neuronal functions such as *cyclic nucleotide-gated*, *TrpA*, *polycystic kidney disease* and *shaker* ion channels; therefore, it was classified as an uncharacterised larval-specific neuronal cell type (Sebé-Pedrós et al., 2018).

From single-cell PCA and HC analyses, we observed that along with the apical cell type, the larva-specific neurons stood out in the apical domain (Fig. 4A-C). In our initial ISH analysis of apically enriched genes, we observed two distinct expression profiles: a set of genes expressed around the apical cells, and others expressed specifically in apical cells (Fig. 2J). The distinct expression patterns of apical organ genes suggest that apical sensory structure is composed primarily of two distinct cell types. Based on the *Nematostella* single-cell transcriptome (Sebé-Pedrós et al., 2018), the marker genes identified as spot specific were principally restricted to the apical cell type (Fig. 6I). However, the marker genes expressed as a ring were enriched in larval neurons (Fig. 6I). To explore this further, we carried out double fluorescence *in situ* hybridisation (FISH) on these marker genes (Fig. 6). The *NVE8226* and *NVE14902* markers, besides being expressed as a ring around the apical cells, showed expression across the whole apical region (Fig. 6A,E; Movies 3 and 4). These cells have a peculiar sensory neuronal morphology (Marlow et al., 2009) and are localised in the ectoderm with the tip pointing towards the periphery (Fig. 6B,F). Expression of these genes gradually diminishes as the larvae progress through metamorphosis (Fig. 6C,D,G,H), likely reflecting their larval-specific function.

**Fig. 6.**
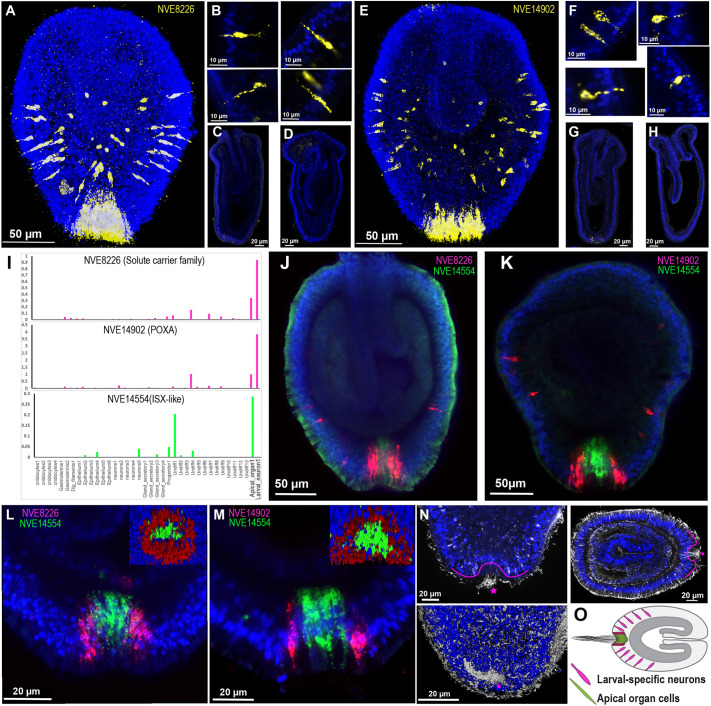
**Expression analysis of apical spot and neuronal ring markers.** (A-D) FISH analysis of *NVE8226* (yellow). (E-H) FISH analysis of *NVE14902* (yellow). A,B,E,F show the planula, C,G show metamorphosis and D,H show the early primary polyp. (I) Bar plot displaying the expression profiles of selected marker genes. (J-M) Double FISH demonstrates mutual localisation of marker genes for the spot (*ISX-like*; green) and the ring (*NVE8226* and *NVE14902*; red). DAPI-stained nuclei are shown in blue. The insets (L,M) on the top right display the three-dimensional image from the apical view. (N) Immunostaining with the anti-acetylated tubulin antibody (white) counterstained with DAPI (blue) for nuclei; the pink line demonstrates the apical tuft cells concentrated in the apical pit. Pink stars indicate the apical tuft. J-N show the planula. Images are representative of approximately 40 *Nematostella* larvae per gene. (O) Summary diagram showing the spatial distribution of the apical organ/tuft and larval-specific neuronal cell types.

Based on the double FISH, the apical organ gene *ISX-like* was found to be restricted to the apical pit and crowned with larva-specific neurons (detected by *NVE8226* and *NVE14902* markers) (Fig. 6J-M; Movies 5 and 6). The cells carrying the apical tuft cilia, which were visualised by immunostaining with an anti-acetylated tubulin antibody, were concentrated in the apical pit, where the spot genes like *ISX-like* are expressed (Fig. 6N). Our analysis allowed us to localise the previously uncharacterised larval-specific neuronal cell type to the apical organ ring. This localisation suggests that the apical cells with their ciliated tufts act as a sensory structure, and the larva-specific neurons receive information by crowning around them and probably signalling downstream to the rest of the body (Fig. 6O). The apical organ cells lack any recognisable neuronal effector genes such as GPCRs, synaptic scaffold proteins, neurotransmitter-related enzymes and neuropeptides, suggesting a non-neuronal identity (Sebé-Pedrós et al., 2018). However, the larval-specific neuronal cell type is enriched with neuronal functional genes. To conclude, the apical tuft cells and larval-specific neurons are the principal cell types in the apical sensory organ (Fig. 6O).

### *ISX-like* is responsible for the formation of the apical tuft cell fate

*ISX-like* encodes a paired-class homeodomain transcription factor with a typical spot expression in the apical organ (Figs 3 and 4). It was one of the prominent validated DGE targets in our screen and was previously described as an aborally expressed gene negatively regulated by β-catenin signalling (Lebedeva et al., 2021). 

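*ISX-like* (NVE14554) had 395 ± 104 CPM in the apical libraries and 3.49 ± 3.33 CPM in the body libraries (SD, n = 5 each), with a log2 fold change of 6.81 (standard error 0.61, adjusted p = 8.96e-06 from edgeR's quasi-likelihood test). By log2 fold change it was number 5 of all tested genes. The difference was 6.01 in the mid-planula and 7.93 in the late planula, and the apical library was the higher of 5 of 5 same-numbered pairs. Leaving out each library in turn, the log2 fold change stayed between 6.57 and 7.53, with adjusted p-values of 1.81e-06 to 7.04e-05.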

Earlier studies (Mazza et al., 2010; Brauchle et al., 2018) classified *ISX-like* as a PRD class homeobox gene. Reciprocal BLAST search and phylogenetic analysis (Fig. S3) showed that *ISX-like* is related to the bilaterian PRD class *intestine-specific homeobox* (*ISX*). *Nematostella ISX-like* starts to be expressed in a broad aboral domain around 14 h post fertilisation (Fig. S4A), i.e. 2 h after the onset of the expression of the key aboral regulator *Six3/6* (Sinigaglia et al., 2015; Lebedeva et al., 2021), and later becomes restricted to a spot domain in the apical tuft cells (Fig. 6J-M). As our FISH analyses showed that the *ISX-like*-expressing apical tuft cells and the ring of circumapical neurons formed two perfectly complementary domains, we asked whether *ISX-like* was involved in the regulation of the development of the spot and the ring.

RNAi-mediated, as well as antisense morpholino-mediated knockdown of *ISX-like* resulted in the complete loss of the apical tuft (Fig. 7A,B; Fig. S5). Analysis of the morphants showed that the fraction of larvae successfully undergoing metamorphosis was moderately reduced in comparison with controls (68% upon *ISX-like* knockdown versus 82% in control; unpaired, two-tailed *t*-test, *t*=3.71391, *P*=0.020584) (Fig. S5). ISH analyses showed that *ISX-like* knockdown did not simply prevent the formation of the apical tuft cilia, but rather led to a loss of the apical tuft cell identity, i.e. the expression of the larva-specific ring neuron markers *NVE8226* and *NVE14902*, as well as the expression of the upstream aboral regulator *Six3/6*, expanded into the spot domain (Fig. 7C; Fig. S5). In contrast, the spot expression of the aborally enriched neuropeptide genes *PRGamide* (*NVE226*) and *RPamide III* (*NVE3775*) was not affected at all (Fig. 7C; Fig. S5). Thus, we conclude that the formation of the apical tuft cells takes place due to *ISX-like*-dependent repression of the neural ring fate in these cells.

**Fig. 7.**
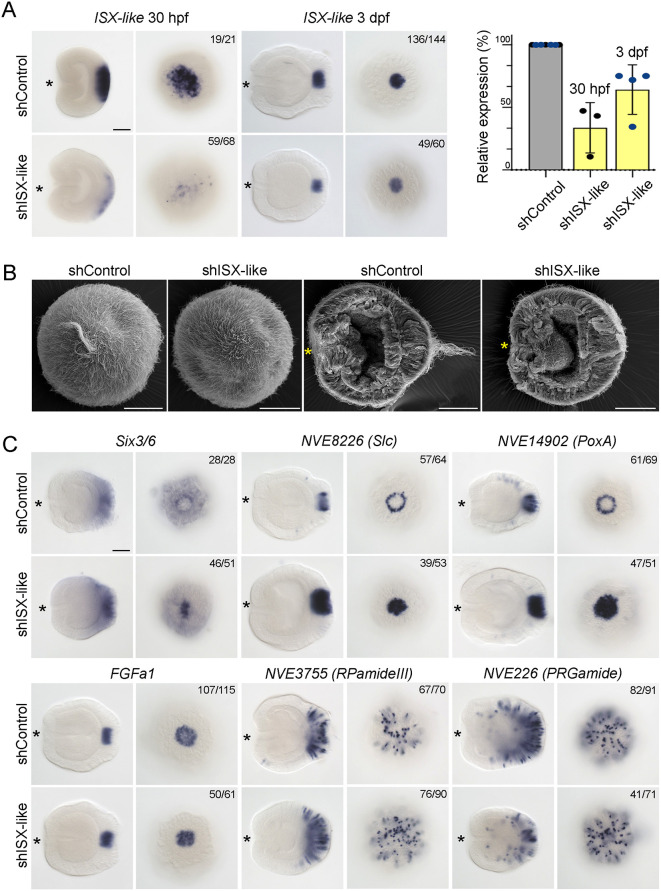
***ISX-like* RNAi efficiency and loss-of-function analysis of *ISX-like*.** (A) At 30 hpf, *ISX-like* RNAi efficiently reduces the amount of *ISX-like* mRNA as shown by ISH (left) and qPCR (right). By 3 dpf, *ISX-like* expression largely recovers. Data show the mean±s.d. (B) *ISX-like* RNAi results in loss of the apical tuft. SEM of 72 hpf embryos viewed aborally (two images on the left) or laterally (two images on the right; the embryos were cracked open to visualise the internal structures). (C) Effect of *ISX-like* RNAi on marker gene expression in the 3 dpf planula. Ring genes *NVE8226* and *NVE14902* became spot genes. *PRGamide* and *RPamide III* expression was not affected. *Six3/6* expression extended into the apical organ. *FGFa1* expression was not affected. Lateral and aboral views are shown. For lateral views, asterisks denote the oral end. In A and C, the numbers in the top right corner show the fraction of the embryo demonstrating this phenotype. B,C show the planula. Scale bars: 50 µm.

As the formation of the apical tuft was previously shown to be FGFa1-dependent (Rentzsch et al., 2008), we then tested whether *ISX-like* was upstream or downstream of FGF signalling. Although *FGFa1* expression appeared to be only very weakly affected by *ISX-like* knockdown (Fig. 7C; Fig. S5), the expression of *ISX-like* was abolished upon incubation of the embryos in the FGF receptor inhibitor SU5402 and MEK inhibitor U0126, suggesting that *ISX-like* expression was positively controlled by FGF signalling (Fig. 8A). Surprisingly, the expression of the neural ring markers *NVE8226* and *NVE14902* reacted differently to SU5402 and U0126 treatment. Although *NVE8226* expression was abolished upon treatment with both inhibitors, the ring expression of *NVE14902* was abolished upon treatment with the FGF receptor inhibitor SU5402 and in approximately 61% (*n*=103) of the embryos treated with the MEK inhibitor U0126 (Fig. 8A; Fig. S6). However, *NVE14902* showed spot expression in the remaining 39% of the embryos treated with U0126 (Fig. S6), which suggests a more complex, yet unclear type of regulation, possibly by non-FGF-mediated MAPK signalling. Expression of the aborally expressed neuropeptide genes *PRGamide* and *RPamide III* was not abolished by treatment with either of the inhibitors, although the expression appeared weaker in U0126-treated embryos. Taken together, we conclude that *ISX-like* is an FGF signalling-dependent transcription factor responsible for the formation of the apical tuft domain acting via repression of the neural ring fate in apical cells.

**Fig. 8.**
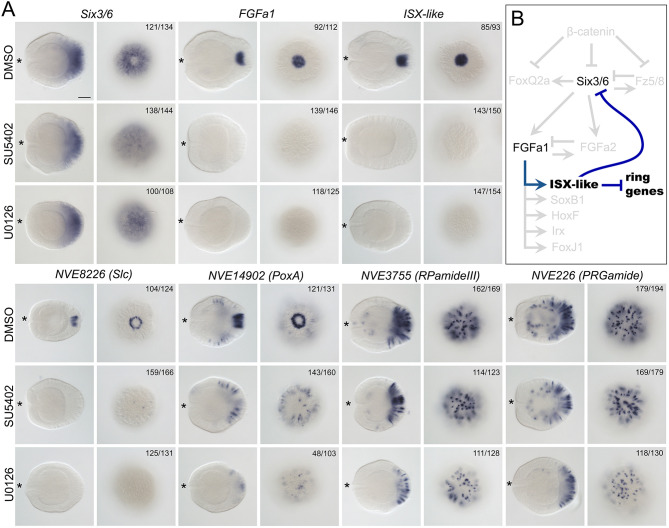
***ISX-like* expression is controlled by FGF signalling.** (A) The expression of the spot and ring genes is abolished upon FGF receptor or MEK inhibition, but not the expression of the aborally enriched *PRGamide* and *RPamide III*. *Six3/6* expression extends into the apical organ domain. Lateral and aboral views of 3 dpf planulae are shown. For lateral views, asterisks denote the oral end. The numbers in the top right corner show the fraction of the embryos displaying the phenotype shown on the image out of the total number of embryos treated and stained as indicated on the figure. Scale bar: 50 µm. (B) Genetic interactions regulating the apical domain patterning based on findings by Sinigaglia et al. (2013) and Leclère et al. (2016) (grey) and this paper (black and blue).

### Conclusions and outlook

Despite the obvious similarity to bilaterian apical organs, the *Nematostella* apical organ remains a mysterious structure. Combined with the previously published single-cell data (Sebé-Pedrós et al., 2018), our study provides an entry point to explore its function. Contrary to a previous assumption (Marlow et al., 2014), the *Nematostella* planula single-cell transcriptome suggests that apical tuft cells lack recognisable neuronal effector transcripts, suggesting a non-neuronal identity. Conversely, the larval-specific neuronal cell cluster is enriched with neuronal transcription factors such as *foxQ2b* and *soxB(2a)*, and ion channels implicated in putative neuronal functions (Sebé-Pedrós et al., 2018). In this study, we revealed that apical tuft cells are crowned with larval-specific neurons, suggesting that these cell types together form the apical organ of the *Nematostella* planula. For the apical organ (i.e. the apical tuft cells plus the neural ring cells) to be considered a true sensory organ, future research will have to demonstrate the transmission of information from the apical tuft cells to the larval nervous system. The formation of the apical organ is FGF-dependent: loss of the apically expressed *FGFa1* or its putative receptor *FGFRa*, as well as pharmacological inhibition of FGF signalling in *Nematostella* blocks development of the apical tuft (Rentzsch et al., 2008) and the neural ring (Fig. 8). Moreover, the metamorphosis of the *Nematostella* planula into polyps is also suppressed by *FGFa1* and *FGFRa* knockdown, as well as by pharmacological inhibition of FGF signalling (Rentzsch et al., 2008). Although it is tempting to think that the loss of the apical tuft may be the cause of the failed metamorphosis, our data do not support this hypothesis: knockdown of the FGF-dependent transcription factor ISX-like results in a complete loss of the apical tuft domain in the planula, but the effect on metamorphosis is very mild (Figs. 4 and 7). In the future, it will be important to functionally test the potential role of the neural ring cells of the apical organ, as well as of the peptidergic and gland/secretory cells enriched in the apical domain, in driving metamorphosis.

Another more profound question is the evolutionary origin of apical organs and whether the apical organs of ciliated larvae across different phyla are homologous or evolved convergently. The widespread occurrence of ciliated larvae with apical organs has prompted radically different views on their evolutionary significance. Some authors consider ciliated larvae to represent the ancestral metazoan morphology (Jagersten, 1972; Nielsen, 2012; Peterson et al., 1997; Davidson et al., 1995), whereas others strongly suggest that larval stage was intercalated independently multiple times in phylogenetically distinct lineages (Liang et al., 2022 preprint; Raff, 2008; Sly et al., 2003; Wolpert, 1999). Naturally, the homology of apical organs becomes questionable if primary larvae evolved convergently in different phyla. However, although the ‘adult first versus larva first’ question remains debated, a highly conserved set of genes patterning the apical/anterior ectoderm in directly and indirectly developing Bilateria and in the apical/aboral ectoderm in Cnidaria shows that these regions are very likely homologous (Marlow et al., 2014; Sinigaglia et al., 2013; Lebedeva et al., 2021; Range et al., 2013; Kitzmann et al., 2017; Santagata et al., 2012). This, in turn, makes it important to consider the possible ‘deep homology’ of the apical organs, even if primary larvae in different phyla evolved convergently, and to analyse the relationship between the cell types building the apical organs across phyla by using transcriptomic methods. Our study using an anthozoan cnidarian model makes a step in this direction and provides a valuable set of data from a member of the bilaterian sister group.

## MATERIALS AND METHODS

### Nematostella culture

*Nematostella* polyps were grown in 16‰ artificial seawater at 18°C in the dark and fed with freshly hatched *Artemia* nauplii. The induction of spawning was performed as previously described (Genikhovich and Technau, 2009a). After fertilisation, the gelatinous substance around the eggs was removed using 4% L-cysteine (Sigma-Aldrich) (Genikhovich and Technau, 2009a).

### Microdissection of *Nematostella* apical organs

We performed microdissection on *Nematostella* larvae to separate the apical organ from the rest of the larval body. Two developmental stages including planula and late planula were used. Apical tissue containing the apical organ (see Fig. 2A) was isolated using 34-gauge needles under a stereomicroscope with 10× magnification. Motile larvae were placed into a fresh plastic Petri dish filled with *Nematostella* medium. The larvae tend to adhere briefly to the bottom of a fresh plastic Petri dish, allowing enough time to separate the apical tissue by cutting. Each sample was pooled from a minimum of 50 individual larvae and also included samples from a minimum of three different batches. The samples were carefully collected using glass Pasteur pipettes, excess medium was removed, and the samples were snap-frozen in liquid nitrogen and stored at −80°C until further processing.

### RNA sequencing and differential gene expression

For RNA isolation, the tissue samples collected from multiple batches were combined to acquire an adequate amount of RNA for sequencing. Total RNA was isolated using the TRI Reagent (Sigma-Aldrich) according to the manufacturer's protocol. RNA quality was assessed using an Agilent RNA 6000 Nano Kit on an Agilent 2100 Bioanalyzer, and samples with RNA integrity number ≥8.0 were used for sequencing. The SENSE mRNA-Seq Library Prep Kit (Lexogen) was used for library preparation. Before sequencing, the libraries were pre-assessed by Agilent High Sensitivity DNA Kit (Agilent) and quantified using Qubit 1× dsDNA HS Assay Kit (Invitrogen). The sequencing was outsourced (GENEWIZ Illumina NovaSeq/HiSeq 2×150 bp sequencing), generating 20 million paired end reads per replicate. Raw data were deposited at the Gene Expression Omnibus with the accession ID GSE159166. After de-multiplexing and filtering high-quality sequencing reads, the adapter contamination was removed by using Trimmomatic v0.36 (Bolger et al., 2014). The quality of the reads was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Processed reads from each sample were mapped to the *Nematostella* genome (indexed bowtie2; Langmead and Salzberg, 2012) by using STAR (Spliced Transcripts Alignment to a Reference) (Steinmetz et al., 2017). The number of reads mapping to each *Nematostella* gene model (https://figshare.com/articles/Nematostella_vectensis_transcriptome_and_gene_models_v2_0/807696) was extracted using HTSeq-count v0.6 (Babonis et al., 2019). Differential expression analyses were performed using limma (Galaxy version 2.11.40.6) (Love et al., 2014) and DESeq2 (Galaxy version 2.11.40.6) (Love et al., 2014). PCA, HC and heat maps were generated using the R package in R-studio (version 1.2.5019). For functional annotation, we used BLASTP (Altschul et al., 1997) with the default curated gathering threshold to predict the protein homologs against the UniProt database. Additionally, we used gene functional annotation data from a published *Nematostella* single-cell transcriptome study (Sebé-Pedrós et al., 2018). GO term enrichment was performed using gene annotation tools including PANTHER Classification System (Mi et al., 2012) and DAVID (Huang da et al., 2009).

### ISH and double FISH

ISH was performed according to published protocols (Wolenski et al., 2013; Genikhovich and Technau, 2009b). In brief, fixed animals were transferred into sieves and rehydrated in 1 ml 60% methanol/40% PBST [1× PBS with 0.05% (vol/vol) Tween-20] and then washed in 30% methanol/70% PBST. Samples were digested in proteinase K (80 µg/ml, Ambion) for 5 min, then blocked in glycine (4 mg/ml). Larvae were then transferred into 4% formaldehyde at room temperature (RT) for 1 h. Hybridisation was carried out with DIG-labelled probes for 48 h at 60°C. After incubation, samples were washed through serial dilutions of 25%, 50%, 75% and 100% with 2× SSCT buffer (20× concentrate, contains 0.3 M sodium citrate in 3 M NaCl, pH 7.0) at hybridisation temperature. The colour development was carried out in a 1:50 dilution of nitro blue tetrazolium/5-bromo-4-chloro-3-indolyphosphate (NBT/BCIP, Sigma-Aldrich) at RT. Stained animals were visualised with a Leica DM1000 microscope equipped with a MC190 HD microscope camera (Leica, Germany). For each gene, at least 30 specimens were tested. For double FISH after the SSCT washes, samples were blocked in 0.5% blocking reagent (FP1020, PerkinElmer) at RT for 1 h. Samples were then incubated overnight with anti-digoxigenin (1:100; Roche). After TNT (0.1 M Tris-HCl pH 7.5,0.15 M NaCl, 0.5% Triton X-100) washes, samples were incubated in Cy3 (NEL744001KT, TSA Plus Kit, PerkinElmer). To stop the peroxidase activity, the samples were washed in 0.1 M glycine, pH 2.0, and then incubated overnight with anti-fluorescein (1:250; Roche). Samples were then washed in TNT and incubated with DAPI (1:1000). Samples were imaged on Leica TCS SP8 DLS confocal microscope.

### Whole-mount immunofluorescence and scanning electron microscopy

After 1 h of fixation in 3.7% formaldehyde in *Nematostella* medium (16‰ artificial seawater), the samples were washed five times with PBST for 10 min. The samples were blocked in 5% bovine serum albumin (BSA) in PBST for 1 h at RT. Primary antibody (1:500, mouse anti-α-tubulin, T9026, Sigma-Aldrich) incubation was performed in a blocking solution (1% BSA in PBST) for 24-36 h at 4°C. The samples were washed with PBST five times for 5 min, after which samples were incubated with secondary antibodies (1:250, goat anti-mouse IgG Alexa Fluor 594, A-11032, Thermo Fisher Scientific) diluted in blocking solution overnight at 4°C. Then, the samples were washed with PBST five times for 10 min. Imaging was performed on Leica TCS SP8 DLS and Leica DMi8 confocal microscopes. Sample preparation for scanning electron microscopy (SEM) was performed as in Kraus et al. (2016); SEM imaging was performed using the JEOL IT 300 scanning electron microscope.

### GPCR clustering and phylogeny

We used previously published GPCR datasets of *Crassostrea virginica*, *P. dumerilii*, *S. kovalevski* and *D. melanogaster* (Thiel et al., 2021), as well as *H. sapiens* GPCRs (Quiroga Artigas et al., 2020). Initially, to identify the *Nematostella* GPCR candidates, grouping with bilaterians was done by clustering analysis using CLANS (Frickey and Lupas, 2004) with the BLOSUM62 scoring matrix and a *P*-value cut-off of 10^-25^. Sequences from the main cluster were used in phylogenetic analysis. Sequences were aligned with MUSCLE (Edgar, 2004) using default settings and trimmed with TrimAl using the automated mode (Capella-Gutierrez et al., 2009). Maximum likelihood phylogenetic analyses were completed using PhyML 3.0 online (www.atgc-montpellier.fr/phyml/) (Guindon et al., 2010). The model LG +G +F was automatically selected by the Smart Model Selection with (SH-aLRT).

### Gene knockdown and inhibitor treatment

Preparation of the short hairpin RNA against the target sequence 5′-GCGCTAGTCAACATACTGA-3′ and RNAi of *ISX-like* was performed by electroporation as described by Karabulut et al. (2019). Microinjection of the translation-blocking morpholino oligonucleotide 5′-AATTCTCTGATTTTTCCATCGTGG-3′ was used as the second independent approach to knock down *ISX-like*. As controls, shRNA against mOrange (Lebedeva et al., 2021) and a previously described control morpholino (Kraus et al., 2016) were used. RNAi efficiency was tested by quantitative PCR (qPCR) using the primers nve14554F_q (5′-ATGGAGCGAGTGTTTCTGCT-3′) and nve14554R_q (5′-CTTGCGCCATTTAGCTCTTC-3′), and the activity of the morpholino was checked by co-injecting it with the wild-type or the 5-mismatch mRNA containing the morpholino recognition sequence fused in-frame to the mCherry-coding sequence (Fig. S4B). Capped mRNA was synthesised using mMessage mMachine kit (Life Technologies) and purified with the Monarch RNA clean-up kit (New England BioLabs). For the inhibitor treatment, stock solutions of U0126 (Sigma-Aldrich) and SU5402 (Sigma-Aldrich) in DMSO were diluted to a final concentration of 15 µM and 20 µM in 16‰ artificial seawater, respectively. For DMSO controls, we used the same volume as for U0126, which was diluted 3:1000 from a less concentrated stock solution, which corresponds to a final DMSO concentration of 42.3 mM. The treatment lasted from 30 h post fertilisation (hpf) until 3 days post fertilisation (dpf).

## Supplementary Material

Supplementary information

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

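RNA was measured in 10 libraries of *Nematostella* planulae, 2 apical and 2 body libraries of mid-planulae (50 to 60 h post fertilisation) and 3 apical and 3 body libraries of late planulae (75 to 85 h post fertilisation), each from at least 50 larvae of at least 3 batches. The authors deposited raw counts per gene model for each library, without normalisation. By the paper's methods, the authors removed adapters with Trimmomatic, mapped the reads with STAR and counted them on the gene models with HTSeq-count before depositing the counts. The counting of antisense, overlapping and near-identical gene models is not described in the paper's text, so the counts of such genes are uncertain.

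Each library's condition and replicate number came from the sample labels and the paper. The total counts ranged from 14364093 to 27730410 (median 20335900), and the smallest level a library can show was taken as 3 counts. Such floors cover counting error only. Among counts of 1 to 20, a median of 75.0% per library were even numbers. If both mates of a read pair were counted, the counting error is larger than the counts alone give. Levels are counts per 1000000 after TMM normalisation, with means and SDs over libraries, and correlations and the PCA used log2 CPM with a prior count of 2.

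The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, limma 3.58.1, R 4.3.3) on the deposited counts, with TMM normalisation, edgeR's filterByExpr (minimum count 10, minimum total count 15) over the 4 stage-by-tissue groups, and Benjamini-Hochberg adjustment, with genes called at an adjusted p-value under 0.05. This left 21683 gene models. The tissue comparison within each stage, the stage comparison within each tissue and their interaction came from a fit of the 10 libraries as 4 groups, and the pooled comparison from a fit of 5 apical against 5 body libraries without covariates. Fold changes against a tissue in which no library exceeded 3 counts are given as lower bounds. Comparisons of library correlations and of principal components used exact permutation tests of the libraries. The genes named are those that the paper's text or Figs 2I, 3A and 5H name for these libraries, and the 2 genes with the largest and the 2 with the smallest log2 fold change in the pooled comparison among DEGs with an average log2 CPM of at least 1 and the same direction in all 5 same-numbered pairs. The identifiers and directions of the heatmap genes were read from the figures, and the genes of Fig. 3A were sorted into classes by the names printed there.

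The alternatives were DESeq2's size factors or upper-quartile normalisation in edgeR, the DESeq2 Wald test (DESeq2 1.42.0), limma-voom, no filter beyond 1 count in any library, at least 10 counts in every library, an absolute log2 fold change of at least 1, a fit of the compared stage or tissue alone, developmental stage as a covariate, the replicate number as a block, and leaving out each library in turn where both groups keep at least 2 libraries. These alternatives and the main designs were set before the data were examined. Halving all counts was added after the even counts had been seen. The pairing of apical and body libraries comes from their shared replicate numbers within a stage. Whether these numbers pair the libraries was examined by the correlation of the deviations from the group means, which does not settle it.

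The tests were run on simulated counts with the depths of the real libraries. Each gene had its mean over all libraries and the spread that edgeR estimated, and 200 genes were changed 4-fold. edgeR called 45% of them in the mid-planula, 62% in the late planula and 80.5% in the pooled comparison, with 6.25%, 9.49% and 5.29% of the calls being genes that had not been changed. It called 17% of genes simulated with a 4-fold difference between stages in the tissue effect. The DESeq2 Wald test called 63%, 76% and 87% in the same 3 comparisons, with 26.7%, 25.1% and 17.5% of its calls being unchanged genes. Fewer genes were changed in the simulation than were called in the real data, so these shares need not hold for the real data. The single-cell data, in situ hybridisation, knockdowns and the gene lists of the supplementary tables were not analysed here. No genome was used here, so gene coordinates are not given.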

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

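The tests of stage genes against library composition and of the interaction genes against carried-over body tissue were set before their results were seen, and the test of even carry-over of body tissue into mid-planula apical replicate 1, the excess over all genes and the levels in mid-planula apical replicate 2 were chosen only after the result was seen. For the interaction genes, an undecided reading was allowed only after the levels of the single genes had been seen.

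Among the named genes, each tissue's 5 libraries were examined for a library far from the others by Dixon's ratio, the gap to the nearest library divided by the whole range of log2 CPM, which exceeds Dixon's 95% critical value by chance in about 1 of 20 groups. Of 162 groups with more than 3 counts in any library, 10 had such a library, where 8.1 would be expected by chance, so the number is near what chance gives. In the apical tissue, mid-planula apical replicate 1 was the distant library for NVE5568 (ratio 0.848), NVE3835 (0.862) and NVE10336 (0.713), where it was the lowest, and for NVE23587, where it was the highest with 4 counts against 0 in the other apical libraries (ratio 1). Mid-planula apical replicate 2 was the highest for NVE20927 (0.751), late planula apical replicate 3 was the lowest for NVE18750 (0.800), and late planula apical replicate 2 was the lowest for NVE11879 (0.793). In the body, late planula body replicate 1 was the highest for NVE2832 (0.791), NVE226 (0.750) and NVE23007 (0.712). Groups with no library above 3 counts were left out after a first look at the ratios.

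A technical explanation weighed for mid-planula apical replicate 1 was body tissue carried over into the apical piece. The test used 51 genes restricted to the body in the late planula, which had a log2 fold change under -6, at least 10 CPM in the body and no more than 3 counts in any late planula apical library. They had 3.19% of their mid-planula body level in mid-planula apical replicate 1 and 0.447% in mid-planula apical replicate 2, while their low level in the late planula apical libraries follows from how they were chosen. If body tissue had been carried over evenly, all these genes would share a single percentage. The chi-square per degree of freedom around a single percentage was 14.1, against at most 5.89 for a body library thinned to the same share, so even carry-over alone is unlikely to account for these counts. This thinned reference replaced a fixed limit on the chi-square after the first result had been seen, and the outcome was the same under both. Carry-over that is uneven between body regions was not tested and cannot be told apart from expression in the apical piece. For NVE3835, which is higher in the body, the library was the lowest, which is opposite to what carried-over body tissue would give. No technical or biological explanation was tested for the other libraries that stood apart.

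The apical to body difference was larger at the late planula stage for 5 genes by the interaction test, with 875 genes at an unadjusted p-value under 0.05 where 1084 would be expected by chance. With the same-numbered libraries as a replicate block, 45 genes passed and 1110 had an unadjusted p-value under 0.05. They were named after their values were seen. All of the 5 were more body-enriched in the late planula. NVE253 had a log2 fold change of -0.54 in the mid-planula and -3.90 in the late planula (interaction adjusted p = 0.0144, edgeR's quasi-likelihood test), NVE3642 of -1.23 and -4.55 (0.0232), and NVE6370 of 0.69 and -3.70 (0.0144). NVE17896 was 25.4-fold lower in the apical tissue in the mid-planula and at least 662-fold lower in the late planula (0.0144), and NVE21815 was 34.4-fold and at least 1079-fold lower (0.0445). No late planula apical library had more than 3 counts of these 2 genes, so the size of their stage difference is not known. Body tissue carried over into mid-planula apical replicate 1 could shrink the mid-planula difference of a body gene. The level of the 5 genes in that library was 1.32 times the carry-over share at the lowest, for NVE21815, and 1.68 times for NVE17896, so that in that library these 2 genes cannot be told apart from carried-over tissue. Both are among the 51 genes that set the share. In mid-planula apical replicate 2 they had 1.16% (6 counts) and 2.13% (12 counts) of the mid-planula body level, which is 2.59 and 4.76 times the lower share of that library. In mid-planula apical replicate 1 the level was 14.9 times that library's share for NVE3642, 18.9 times for NVE253 and 50.9 times for NVE6370, above what the share gives. For NVE253, NVE3642 and NVE6370, mid-planula apical replicate 2 showed levels of 77.3%, 36.7% and 162% of the mid-planula body as well. A stage-dependent tissue difference remains a hypothesis for these 3 genes, and the number of such genes depends on single libraries and on the test, as it was 0 without late planula body replicate 3 (658 at an unadjusted p-value under 0.05).

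The paper does not report a comparison of the stages within a tissue. In the apical tissue, 455 genes differed between late planula and mid-planula (255 higher in the late planula, 200 lower), and in the body 572 did (431 higher, 141 lower). The share higher in the late planula was 56.0% in the apical tissue and 75.3% in the body. With each late planula library of the tissue left out in turn, this share was 56.5% to 75.4% and 73.8% to 96.2%, so the balance of directions depends on single libraries. Library composition is a candidate explanation, since the TMM factors were 0.742 to 1.07 in the late planula and 1.07 to 1.27 in the mid-planula. Late planula replicate 2 has a factor close to those of the mid-planula in both tissues (1.02 and 1.07). The 200 genes that differed most between late planula replicates 1 and 3 and a mid-planula library were therefore looked up in late planula replicate 2 against the other mid-planula library. In the apical tissue 77.5% of them had the same direction there, and 87% with the mid-planula libraries exchanged, against 52.2% and 68.5% of all genes. In the body the shares were 73.5% and 98%, against 55.5% and 73.3% of all genes. A limit of 75% was set before this test but after a first exploration of the data. By this limit, the apical comparison passed by a small margin and the body comparison did not. That limit does not take the share of all genes into account, and the excess over that share was 25.3 and 18.5 points in the apical tissue and 18.0 and 24.7 points in the body. Between the libraries with the closest factors (1.02 and 1.07 in the apical tissue, 1.07 and 1.10 in the body) it was 25.3 and 18.0 points. The share of counts in the 100 largest genes still differed between these late planula and mid-planula libraries. It was 37.8% and 34.5% in the apical tissue, and 36.3% and 32.2% in the body. Close factors therefore did not hold composition fixed, and the test cannot decide whether composition is the whole explanation in either tissue. How much of either number is due to composition was not measured, and differences between library batches were not tested.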

How the results depend on the processing

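Only the halving of the counts was chosen after the data had been seen. The direction of every named gene's log2 fold change was kept in the pooled comparison under all 581 comparisons with another processing and all 830 with a library left out. Of the former, 3 lost significance and 25 gained it, and of the latter 63 lost and 8 gained it. The genes of Fig. 2I (12) and of Fig. 5H (10) were DEGs in each of these fits. DESeq2's size factors, upper-quartile normalisation and halved counts kept each number of DEGs within 1.5 times the main one.

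The DESeq2 Wald test gave 1484 DEGs in the mid-planula against 931, 110 interaction genes against 5, and 1488 apical and 1756 body stage genes against 455 and 572. In simulated data a larger share of its calls were unchanged genes, at 26.7% against 6.25% with edgeR in the mid-planula. The simulation used edgeR's estimates of spread and changed fewer genes than were called in the real data, so these shares need not hold there. The limma-voom test gave 1 interaction gene and 1063 body stage genes. Without a filter on low counts there were 10 interaction genes, and with at least 10 counts in every library there were 3, with 596 mid-planula DEGs, of which 52.9% were higher in the apical tissue against 40.8% in the main comparison. The share of DEGs higher in the apical tissue rose under that filter from 47.5% to 56.4% in the pooled comparison and from 42.7% to 50.5% in the late planula. Under it the pooled comparison had 1049 apical and 812 body DEGs, against 1178 and 1304. The filter removes genes with few counts in either tissue. The removed genes were not sorted by direction, so this shift says little about the balance of the tissues. Requiring a log2 fold change of at least 1 in size moved the share the other way, to 40.4% (772 apical and 1137 body DEGs) in the pooled comparison and 39.0% in the late planula, as apical genes had the smaller fold changes. A fit of the apical libraries alone gave 292 apical stage genes. The cause of these changes was not tested.

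With the same-numbered apical and body libraries as a replicate block, there were 1392 DEGs in the mid-planula, 3249 in the late planula, 4313 in the pooled comparison against 2482, and 45 interaction genes. With the replicate numbers as a block across stages, there were 0 apical stage genes (2467 at an unadjusted p-value under 0.05) and 63 body stage genes. Those numbers name different larvae at each stage. The cause was not tested.

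Across the fits that each left out a library, there were 1366 to 2223 late planula DEGs, 1754 to 2334 pooled DEGs, 0 to 5 interaction genes, 61 to 361 apical stage genes, 78 to 558 body stage genes, and 24 to 36 DEGs among the genes of Fig. 3A against 38. The fits with 0 interaction genes were those without late planula body replicate 3 (658 at an unadjusted p-value under 0.05) and without late planula apical replicate 3 (860). The cause was not tested. For the mid-planula comparison, the interaction and the stage comparisons, no mid-planula library was left out, since a single library would have remained in a group. With 2 libraries per tissue in the mid-planula, 45% of simulated 4-fold changes were called, so that a gene not called there is not shown to be unchanged.

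In the PCA, centring without scaling put 40.9% of the variance on the first component, and the 1000 most variable genes put 63.0% on it and 15.3% on the second, against 25.5% and 23.5%. Tissue separated on the first component in both cases. Among directional counts and shares of variance, 42 of 167 values moved by more than the limits used.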

Differences from the paper's values

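The number of DEGs in the pooled comparison, in total and in each direction, was within 1.5 times the paper's number, as were the numbers read by eye from Fig. 2 for each stage and the variance of the first 2 components. This holds for the main setting. Under the alternatives, 23 values were farther from the paper's than that. The pooled comparison gave 4313 DEGs with the replicate block (2034 apical, 2279 body) and 3476 with stage as a covariate (1868 body) against the paper's 2311 (1185 apical, 1126 body), 1723 body DEGs with the DESeq2 Wald test, and 772 apical DEGs with a log2 fold change of at least 1 in size and 781 without late planula apical replicate 1. In the mid-planula, against about 400 apical and about 440 body DEGs read by eye from Fig. 2, there were 648 and 836 with the DESeq2 Wald test, 628 and 764 with the replicate block, and 281 body DEGs with at least 10 counts in every library. In the late planula, against about 1100 apical and about 1400 body DEGs read by eye, there were 493 and 873 without late planula body replicate 3, 540 and 846 without late planula apical replicate 1, 690 apical DEGs without late planula apical replicate 3, 730 apical DEGs without late planula body replicate 2, and 849 body DEGs with at least 10 counts in every library. The first component held 40.9% of the variance without scaling, and 63.0% with the 1000 most variable genes, with 15.3% on the second, against about 26% and about 24% read by eye. The cause was not tested.

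The paper states that PRGamide is expressed only in the apical tissue, and the legend of Fig. 3B says so of Nv-RPamide III as well. Besides the heatmap, the paper cites the images of larvae in Fig. 3B, which were not analysed here. Counts from a dissected body piece are another measure and do not show which cells hold the transcripts. Nv-RPamide III (NVE3755) had 188 to 740 counts in each body library, and its mean level in the body was 19.8% of the apical mean. PRGamide (NVE226) was enriched in the apical tissue, but it had 1154 to 2667 counts in each body library, and its mean level in the body was 28.1% of the apical mean. RPamide III is NVE3755 in Fig. 3A and NVE3775 in the text of the *ISX-like* section. NVE3755 was higher in the apical tissue (log2 fold change 2.34, adjusted p = 0.000387, edgeR's quasi-likelihood test) and NVE3775 was not (-0.37, adjusted p = 0.513, with the body library the higher of 5 of 5 pairs), with adjusted p-values of 0.167 to 0.523 over its alternatives.

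The paper places Antho-RFamide type 2 (NVE7549) predominantly in the body. Its log2 fold change was -1.22 and did not pass the threshold over all tested genes (adjusted p = 0.116, edgeR's quasi-likelihood test), although the body library was the higher in 5 of 5 pairs. It passed with developmental stage as a covariate (0.0450), with the replicate block (0.0037), without mid-planula body replicate 1 (0.0402), in the late planula alone (0.0311) and when adjusted over the genes of Fig. 3A alone (0.0235). It did not pass in the mid-planula alone (log2 fold change -0.40, adjusted p = 0.833, edgeR). The adjusted p-value ranged from 0.0037 to 0.209 over 7 alternatives, and from 0.0402 to 0.321 with each library left out in turn.

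The paper presents the genes of Fig. 3A as differentially expressed. Of the 57, 19 were not DEGs in the pooled comparison, 5 shown as apical and 14 as body genes. The DESeq2 Wald test called 6 of the 19 (NVE15107, NVE22164, NVE24528, NVE25956, NVE3418 and NVE8319). Developmental stage as a covariate and the replicate block each called 9, these 6 with NVE16491, NVE2128 and NVE7549, and limma-voom called NVE25956. Fits without a library called 6 of the 19. These were NVE25956 without late planula apical replicate 2 or mid-planula body replicate 2, NVE24528 without late planula body replicate 1 or mid-planula apical replicate 1, NVE20927 and NVE8319 without mid-planula apical replicate 2, NVE7549 without mid-planula body replicate 1, and NVE16491 without mid-planula body replicate 2. Adjustment over the list alone called 14, which include NVE8062, NVE14553, NVE11737 and NVE12145 in addition to the above. NVE10431, NVE153, NVE14758, NVE1611 and NVE10336 were not called in the pooled comparison under any of these settings.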

Other observations

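The tests on the number of libraries and on other splits of the libraries were set before their results were seen, and the tests on the first principal component, the remainder of apical tissue, the size of fold changes and the even counts were chosen only after the result was seen.

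More genes differed between the tissues in the late planula than in the mid-planula, and the larger number of late planula libraries is a candidate explanation. The ratio of DEGs was 2.52 with all libraries and a median of 1.63 (1.24 to 2.17) with 2 late planula libraries per tissue. This median was above the limit of 1.5, which was set before the test but after a first exploration of the data. The number of libraries may therefore account for part of the ratio, while the late planula count stayed the larger in 9 of 9 fits. The median is close to the limit and single choices fell below it. Pearson's r between the mid-planula replicates was 0.955 in the body and 0.944 in the apical tissue, within the ranges of 0.911 to 0.964 and 0.932 to 0.959 between late planula replicates, so a greater spread of the mid-planula replicates was not seen.

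The DEGs between the tissues were compared with other divisions of the same libraries. Of the 16 splits that part all 5 same-numbered pairs, 1, the real one, gave as many as 2482 DEGs, and the others gave 0 (102 to 2053 at an unadjusted p-value under 0.05). The 16 splits cannot give a share under 6.25%. In every other split the tissue difference lies inside both groups and raises their spread, so low counts of DEGs were to be expected. These splits therefore do not measure how many genes would be called by chance, and nothing is concluded from them. Of 60 drawn splits that part fewer pairs, the largest count was 2. In the late planula, 1 of the 4 splits that part all 3 pairs, the real one, gave as many as 2343 DEGs, and the other splits of the 6 libraries gave 0 (205 to 325 at an unadjusted p-value under 0.05 with all pairs parted, 338 to 3814 with fewer).

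The first principal component of the scaled data did not separate the tissues. Of 4 measures of the libraries, 2 describe their composition. The TMM factor was related to it over 10 libraries (Pearson's r -0.864, permutation p = 0.00135, adjusted 0.00474; Spearman's rho -0.855, permutation p = 0.00286, adjusted 0.00572), and r was -0.880 without the 2 most distant libraries. The share of counts in the 100 largest genes gave r of 0.835 (permutation p = 0.00237, adjusted 0.00474) and rho of 0.903 (permutation p = 0.00073, adjusted 0.00292), and r of 0.791 without the 2 most distant libraries. The total count gave r of -0.199 (permutation p = 0.580, adjusted 0.773) and rho of -0.418 (permutation p = 0.230, adjusted 0.307), but r was -0.967 without late planula body replicate 3 and mid-planula apical replicate 2, so depth is not excluded. This relation was first read as absent and was left open once the value without these libraries was seen. The genes detected gave r of -0.0385 (permutation p = 0.914) and rho of -0.273 (permutation p = 0.446), and r of -0.680 without the same libraries. These values are consistent with a component of library composition, but stage also differed along it (two-sided exact permutation test, p = 0.0286), and stage and composition overlap. Within the 6 late planula libraries the relation with the TMM factor had the same sign but was not past a p-value of 0.05 (r -0.749, exact permutation p = 0.0847; rho -0.829, exact permutation p = 0.0583). There the share of the 100 largest genes gave r of 0.687 (exact permutation p = 0.119) and rho of 0.886 (exact permutation p = 0.0333), and the total count gave r of -0.328 (exact permutation p = 0.533) and rho of -0.600 (exact permutation p = 0.242). After adjustment over the 4 measures, the smallest of these exact permutation p-values was 0.117. Without the 2 most distant late planula libraries, r was -0.908 for the TMM factor, 0.909 for the share, -0.912 for the total count and -0.991 for the genes detected, so these 4 libraries do not tell the measures apart. The 4 mid-planula libraries are too few to test.

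The 24 genes restricted to the apical tissue in the mid-planula, with a log2 fold change above 4 and an average log2 CPM of at least 1, had 3.24% and 3.88% of their apical level in the mid-planula body libraries, and 2.67%, 2.29% and 1.96% in the late planula body libraries. A remainder of apical tissue on the body piece could give this, and would give all genes the same share. The chi-square per degree of freedom around a single share was 44.2 in mid-planula body replicate 1, against at most 9.38 for a thinned apical library, so an even remainder may not be the whole explanation. An uneven remainder was not tested. As for the carry-over of body tissue, the thinned library replaced a fixed limit after the first value was seen, with the same outcome.

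Apically enriched genes had smaller fold changes than body-enriched genes, with medians of 1.16 and -2.24 on the log2 scale. Apical tissue left on the body piece could shrink the former. NVE27, with 4 counts over the body libraries, allows an even remainder of at most about 0.468% of the apical level. Of the 1178 apically enriched genes, 0.255% had a body level at or below that share, but NVE27 was chosen for its low body level, so this share was bound to be near 0 and decides nothing. The median body level of these genes was 44.8% of the apical level, and subtracting the largest even remainder from each moved the median log2 fold change from 1.16 to 1.17, which closes 1.39% of the gap to the body-enriched genes. An even remainder is therefore unlikely to be the explanation. An uneven remainder was not tested and cannot be told apart from expression in the body, and other technical explanations were not tested.

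Even numbers made up a median of 75.0% of the counts of 1 to 20 (70.3% to 83.9% over the 10 libraries). Counting both mates of a read pair is a candidate explanation. The limit of 60% used for it was applied to this same share, so passing it does not test the explanation. Another counting rule with the same effect was not tested. With all counts halved, an alternative chosen after this was seen, the pooled comparison gave 2560 DEGs.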
